# Cbfβ regulates Wnt/β-catenin, Hippo/Yap, and Tgfβ signaling pathways in articular cartilage homeostasis and protects from ACLT surgery-induced osteoarthritis

**DOI:** 10.7554/eLife.95640

**Published:** 2024-05-28

**Authors:** Wei Chen, Yun Lu, Yan Zhang, Jinjin Wu, Abigail McVicar, Yilin Chen, Siyu Zhu, Guochun Zhu, You Lu, Jiayang Zhang, Matthew McConnell, Yi-Ping Li

**Keywords:** Osteoarthritis, Cbfβ, Wnt signaling, Tgfβ signaling, Yap signaling, AAV mediated treatment of osteoarthritis, Mouse

## Abstract

As the most common degenerative joint disease, osteoarthritis (OA) contributes significantly to pain and disability during aging. Several genes of interest involved in articular cartilage damage in OA have been identified. However, the direct causes of OA are poorly understood. Evaluating the public human RNA-seq dataset showed that *CBFB* (subunit of a heterodimeric Cbfβ/Runx1, Runx2, or Runx3 complex) expression is decreased in the cartilage of patients with OA. Here, we found that the chondrocyte-specific deletion of *Cbfb* in tamoxifen-induced *Cbfb^f/f^;Col2a1-CreER^T^* mice caused a spontaneous OA phenotype, worn articular cartilage, increased inflammation, and osteophytes. RNA-sequencing analysis showed that Cbfβ deficiency in articular cartilage resulted in reduced cartilage regeneration, increased canonical Wnt signaling and inflammatory response, and decreased Hippo/Yap signaling and Tgfβ signaling. Immunostaining and western blot validated these RNA-seq analysis results. ACLT surgery-induced OA decreased Cbfβ and Yap expression and increased active β-catenin expression in articular cartilage, while local AAV-mediated *Cbfb* overexpression promoted Yap expression and diminished active β-catenin expression in OA lesions. Remarkably, AAV-mediated *Cbfb* overexpression in knee joints of mice with OA showed the significant protective effect of Cbfβ on articular cartilage in the ACLT OA mouse model. Overall, this study, using loss-of-function and gain-of-function approaches, uncovered that low expression of Cbfβ may be the cause of OA. Moreover, Local admission of *Cbfb* may rescue and protect OA through decreasing Wnt/β-catenin signaling, and increasing Hippo/Yap signaling and Tgfβ/Smad2/3 signaling in OA articular cartilage, indicating that local *Cbfb* overexpression could be an effective strategy for treatment of OA.

## Introduction

As the most common degenerative joint disease, osteoarthritis (OA) is associated with painful, chronic inflammation that often leads to severe joint pain and joint stiffness for people over the age of 55 (Shane Anderson and Loeser, 2010; Sharma, 2016). Aging is a major contributor to OA, affecting the knees, hips, and spine and inflicting pain (Shane Anderson and Loeser, 2010; Malfait, 2016; Loeser, 2013; Aini et al., 2016). OA is characterized by a multitude of clinical and laboratory findings including osteophyte formation, cartilage degradation, subchondral bone thickening, and elevated cartilage degradation enzymes such as matrix metalloproteinases and aggrecanases (Sharma, 2016; Hunter and Bierma-Zeinstra, 2019; Zhen et al., 2013). Treatment options for joint degeneration in OA are often palliative and oftentimes require surgical interventions such as joint replacement (Hunter, 2011), but artificial joints can wear out or come loose and might eventually need to be replaced. As such, a more complete understanding of the mechanisms underlying how transcription factors regulate bone and cartilage formation to maintain bone and cartilage homeostasis could be critical to developing therapies for degenerative joint diseases such as OA.

Recent studies have begun to shed light on the nature of the genetic basis of OA and have confirmed several genes of interest involved in subchondral bone and articular cartilage degeneration including Yap, Sox9, Wnt/β-catenin signaling, and Tgfβ/BMP signaling (Loeser, 2013; Gough, 2011; Xia et al., 2014; Zhang et al., 2015; Karystinou et al., 2015; Lane et al., 2017; Wu et al., 2012). Core binding factors are heterodimeric transcription factors consisting of alpha (Cbfα) and beta (Cbfβ) subunits (Wu et al., 2014a; Wu et al., 2014b). The Cbfβ subunit is a non-DNA-binding protein that binds Cbfα (also known as Runx) proteins to mediate the affinity of their DNA-binding (Wu et al., 2014a; Wu et al., 2014b). Runx/Cbfβ heterodimers play critical roles in chondrocyte commitment, proliferation, and differentiation, as well as osteoblast differentiation (Wu et al., 2014a; Wu et al., 2014b; Westendorf and Hiebert, 1999; Tian et al., 2014; Chen et al., 2014; Park et al., 2016; Qin et al., 2015; Lim et al., 2015). Cbfβ was reported as a potential key transcriptional factors in the regulatory network of OA by Gene Expression Omnibus data analysis (Li et al., 2013). Yet, the function of Cbfβ in OA pathogenesis remains unclear due to the lack of gain-of-function and loss-of-function animal model studies (Wu et al., 2014a). Recently, another study has identified that Cbfβ may play an important role in regeneration and repair of articular cartilage in OA (Che et al., 2023). Moreover, a recent study on a small molecule kartogenin showed the crucial role of Cbfβ-Runx1 transcriptional program in chondrocyte differentiation in OA (Johnson et al., 2012). However, the underlying mechanism behind Cbfβ regulation in OA remains unclear. In this study, we sought to characterize the mechanisms underlying Cbfβ*’s* regulation in OA and develop potential therapeutic approaches for OA.

In this study, we showed that the deletion of *Cbfb* in the postnatal cartilage in tamoxifen (TMX) induced *Cbfb^f/f^;Col2a1-CreER^T^* mice caused a spontaneous OA phenotype, including wear and loss of cartilage, osteophytes, decreased hip joint space, and increased inflammation. Notably, we observed the most severe phenotype in mutant mouse knee joints and hip joints. The loss-of-function study demonstrates the important role of Cbfβ in chondrocyte homeostasis and provides important insights into the role of Cbfβ as a critical transcriptional factor in OA. We also observed that Cbfβ enhanced articular cartilage regeneration and repair by modulating multiple key signaling pathways, including Hippo/Yap, Wnt/β-catenin, Tgfβ, and Sox9. In addition, we demonstrated that adeno-associated virus-mediated local *Cbfb* over-expression protects against surgery-induced OA in mice. The investigation of Cbfβ-multiple signaling regulation helps us better understand the OA genesis mechanism and will potentially facilitate the development of novel treatments for OA.

## Results

### Tamoxifen (TMX) induced *Cbfb^f/f^;Col2a1-CreER^T^* developed spontaneous OA

To investigate the role of Cbfβ in spontaneous OA, the expression level of *CBFB* was first examined in human patients with OA by analyzing relevant datasets from published sources (Fisch et al., 2018; Rushton et al., 2014; Figure 1A and B). Interestingly, there was significantly reduced *CBFB* gene expression in cartilage of human OA patients compared to healthy individuals (Figure 1A; Fisch et al., 2018). Moreover, Methyl-seq data of human OA patient hip tissue exhibited increased methylation at the *CBFB* promoter of OA patients compared to healthy individuals, indicating inhibited *CBFB* expression in OA individuals may be through epigenetic regulation (Figure 1B; Rushton et al., 2014). These data revealed that Cbfβ might play an important role in suppressing OA.

**Figure 1.**
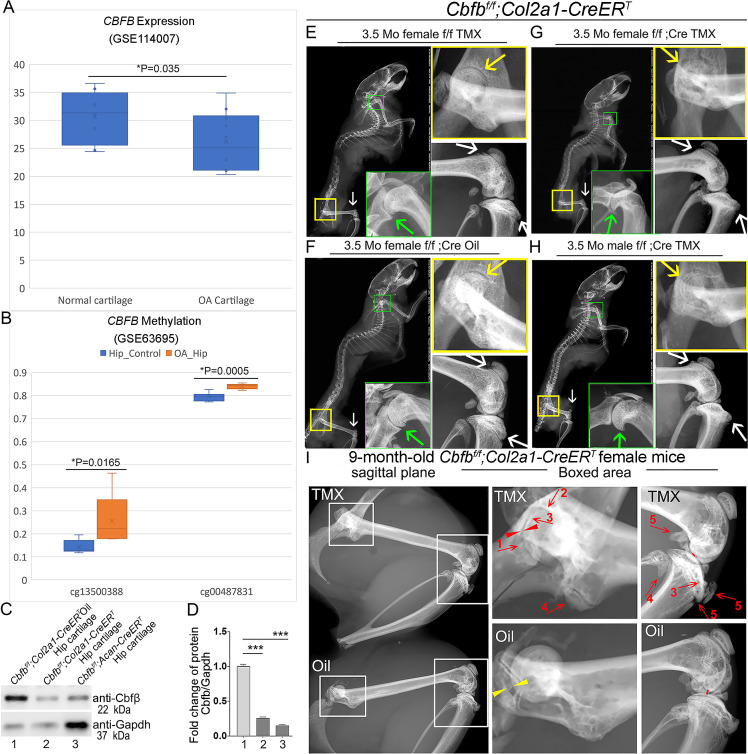
Tamoxifen (TMX) induced *Cbfb^f/f^;Col2a1-CreER^T^* mice developed spontaneous OA. (**A**) Public human RNA-seq dataset (n=8) (GSE114007) showing *CBFB* mRNA expression level in Normal and OA patient cartilage. (**B**) Public human methyl-seq dataset (n=5) (GSE63695) showing methylation at the* CBFB* promoter region (cg13500388 and cg00487831) in Normal and OA hip tissue. Statistical significance was assessed using Student’s t-test. Values were considered statistically significant at p<0.05. (**C**) Western blot to examine Cbfβ protein levels in the hip articular cartilage of 3.5-month-old male oil injected *Cbfb^f/f^;Col2a1-CreER^T^* and TMX injected *Cbfb^f/f^;Col2a1-CreER^T^*, and 4-month-old male TMX injected *Cbfb^f/f^;Acan-CreER^T^* mice (n=3). (**D**) Quantification of (**C**). (**E**) X-ray of 3.5-month-old TMX injected female *Cbfb^f/f^* mouse hip, shoulder, and knee joint (n=15). (**F**) X-ray of 3.5-month-old oil injected female *Cbfb^f/f^;Col2a1-CreER^T^* mouse hip, shoulder, and knee joint (n=15). (**G**) X-ray of 3.5-month-old TMX injected female *Cbfb^f/f^;Col2a1-CreER^T^* mouse hip, shoulder, and knee joint (n=12). (**H**) X-ray of 3.5-month-old TMX injected male *Cbfb^f/f^;Col2a1-CreER^T^* mouse hip, shoulder, and knee joint. Green arrow: osteophytes in shoulder; yellow arrow: hip joint space; white arrow: hyperosteogeny in knee. (**I**) X-ray image of hips and knee joints of 9-month-old female *Cbfb^f/f^;Col2a1-CreER^T^* mice with oil injection and *Cbfb^f/f^;Col2a1-CreER^T^* mice with TMX injection (n=9). Red arrow 1,2,3: worn articular cartilage; Red arrow 4,5: osteophytes (spurs); Red arrow head: narrow joint space; Yellow arrow head: healthy hip joint space. Figure 1—source data 1.Labeled raw western blot data for Figure 1C (anti-Cbfβ and anti-Gapdh). Figure 1—source data 2.Unlabeled raw western blot data for Figure 1C (anti-Cbfβ and anti-Gapdh).

Further, to evaluate the impact of Cbfβ loss-of-function on OA development, TMX inducible *Cbfb^f/f^;Col2a1-CreER^T^* and *Cbfb^f/f^;Acan-CreER^T^* mice were generated by crossing *Cbfb^f/f^* mice with either TMX inducible *Col2a1-CreER^T^* or *Acan-CreER^T^* mouse lines. First, the validity of our mice models was confirmed by western blotting. Cbfβ protein levels were significantly decreased in the hip articular cartilage of both *Cbfb^f/f^;Col2a1-CreER^T^* and *Cbfb^f/f^;Acan-CreER^T^* mice after TMX injection, indicating successful knockout of *Cbfb* in both mouse models (Figure 1C and D). Next, the bone phenotype in *Cbfb* conditional knockout mice was examined. Whole-body X-ray images of 3.5-month-old male and female *Cbfb^f/f^* and *Cbfb^f/f^;Col2a1-CreER^T^* mice after TMX injection showed osteophytes in the shoulder joint compared to *Cbfb^f/f^;Col2a1-CreER^T^* mice corn oil or *Cbfb^f/f^* TMX injection controls (Figure 1E, G, F and H, green arrows). X-ray results also revealed that in the TMX-induced *Cbfb^f/f^;Col2a1-CreER^T^* mice, the articular cartilage presented unclear borders and narrow hip joint spaces compared to the control groups (Figure 1E, G, F and H, yellow arrows). Cbfβ-deficient mice also developed bone hyperosteogeny at the knee joints as shown by X-ray (Figure 1E, G, F and H, white arrows). Moreover, TMX injected 9-month-old female *Cbfb^f/f^;Col2a1-CreER^T^* mice developed more severe OA phenotypes of joint blurred borders (worn articular cartilage red arrows 1, 2, and 3), osteophytes (bone spurs, red arrows 4 and 5), and narrow joint space (red arrow heads) compared to the oil injected *Cbfb^f/f^;Col2a1-CreER^T^* controls (Figure 1I, yellow arrow heads indicating healthy hip joint space). These data suggested that Cbfβ-deficient mice develop whole-body bone phenotypes that mimic human OA, and Cbfβ plays an important role in postnatal cartilage regeneration which affects OA onset and progression.

### Deficiency of Cbfβ in cartilage of 3.5-month-old mutant mice resulted in a more severe OA-like phenotype with decreased articular cartilage and osteoblasts, and increased osteoclasts and subchondral bone hyperplasia

To delve deeper into understanding the influence of Cbfβ in regulating the progression of OA, a chronological examination of hip joint histology was conducted, encompassing 1-month-old, 2-month-old, and 3.5-month-old TMX-induced *Cbfb^f/f^;Col2a1-CreER^T^* mice. Hematoxylin and eosin (H&E) and Safranin O (SO) staining of 1-month-old *Cbfb^f/f^;Col2a1-CreER^T^* mice (2 weeks after TMX induction) hip joints showed thicker femoral head cartilage (Figure 2A, B and E, left panel) and slightly decreased tartrate-resistant acid phosphatase (TRAP)-positive cell numbers when compared to the controls (Figure 2C and F, left panel). No significant change in alkaline phosphatase (ALP)-positive osteoblast numbers was detected (Figure 2D and G, left panel). However, at 2 months old, Cbfβ*-*deficient mice (6 weeks after TMX induction) hip joints had about twofold cartilage loss in the femoral head (Figure 2A, B and E, middle panel) with about twofold increased TRAP-positive osteoclast numbers, indicating increased inflammation (Figure 2C and F, middle panel) and threefold decreased ALP-positive osteoblast numbers (Figure 2D and G, middle panel). Additionally, a comparable pattern manifested in the hip joints of 3.5-month-old *Cbfb^f/f^;Col2a1-CreER^T^* mice (12 weeks after TMX induction). Notably, there were about eightfold decrease in the SO-positive area (Figure 2A, B and E, right panel), about 5.5-fold increase in TRAP-positive osteoclasts (Figure 2C and F, right panel) and about 10-fold decrease in ALP-positive osteoblasts (Figure 2D and G, right panel). It was noticed that there was significant subchondral bone hyperplasia in 3.5-month-old mutant mice (Figure 2C, right panel). Collectively, histological data provided additional support, indicating that while Cbfβ did not exert a significant effect on the hip cartilage of 1 month-old mice, deficiency of Cbfβ in cartilage in 3.5-month-old mutant mice resulted in a more severe OA-like phenotype with decreased articular cartilage and osteoblasts, and increased osteoclasts and subchondral bone hyperplasia. Our data further supported that Cbfβ plays a crucial role in articular cartilage regeneration, and deficiency of Cbfβ in mice might lead to the progression of OA.

**Figure 2.**
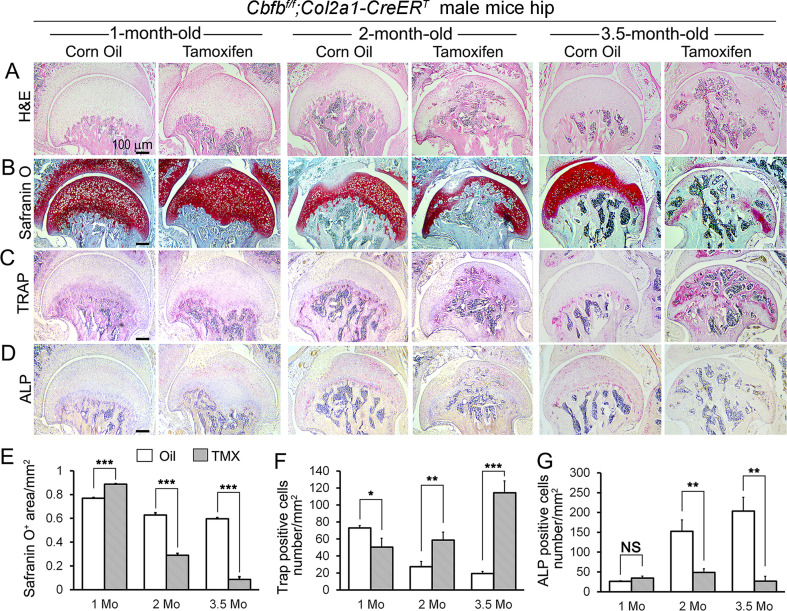
*Cbfb* deletion in *Col2a1-CreER^T^* mice cartilage resulted in more severe OA-like phenotype 3.5-month-old mutant mice with increased osteoclasts and subchondral bone hyperplasia, decreased articular cartilage and osteoblasts. (**A–D**) H&E staining (**A**), SO staining (**B**), TRAP staining (**C**), and ALP staining (**D**) of 1-month-old, 2-month-old, and 3.5-month-old male *Cbfb^f/f^;Col2a1-CreER^T^* mice hips respectively. (**E**) Quantification of SO red area of (**B**). Data was measured by ImageJ. (**F**) Quantification of TRAP-positive cell numbers of (**C**). (**G**) Quantification of ALP-positive cell numbers of (**D**). TMX = Tamoxifen, *Cbfb* deleted group; Oil = Corn Oil, control group. n=7. Data are shown as mean ± SD. NS, no significance; *p<0.05; **p<0.01; ***p<0.001 vs. controls by Student’s t-test. Scale bar: 100 μm.

### The deficiency of Cbfβ may be the cause of early onset OA

Anterior cruciate ligament (ACL) injury is a common cause of human OA, and Anterior cruciate ligament transection (ACLT) is a well-established mouse model that mimics human OA. Bone remodeling between chondrocytes and subchondral bone ossification is known to be important for OA (Zhen et al., 2013). In order to further analyze the role of Cbfβ in OA pathological conditions, we developed OA pathological disease mice models by performing ACLT surgery on mice knees. Then, we performed radiographical and histological studies on WT, *Cbfb^f/f^*, and *Cbfb^f/f^;Col2a1-CreER^T^* mice with or without ACLT surgery. We discovered that in *Cbfb^f/f^;Col2a1-CreER^T^* mice with ACLT surgery, more severe articular cartilage wear (white arrow) showed unclear borders, joint space loss (purple arrow), more hyperosteogeny (blue arrow), and significantly enhanced subchondral bone density (red arrow) compared to the control groups, indicating spontaneous OA-like symptoms (Figure 3A and B). Moreover, *Cbfb^f/f^;Col2a1-CreER^T^* mice with no ACLT surgery knee joint space has narrower joint space compared to WT mice with ACLT surgery (Red Arrowhead; Figure 3A and B). Those results show that Cbfβ deficiency accelerated the development of OA in the *Cbfb^f/f^;Col2a1-CreER^T^* mice with ACLT surgery. Moreover, SO staining also showed that *Cbfb^f/f^;Col2a1-CreER^T^* mice with ACLT surgery had less SO-positive area compared to *Cbfb^f/f^* mice with ACLT surgery, indicating increased cartilage loss (Figure 3C and D). The Osteoarthritis Research Society International (OARSI) Score analysis showed that *Cbfb^f/f^;Col2a1-CreER^T^* TMX injected mice with no surgery presented similar OARSI Score compared with *Cbfb^f/f^* mice with ACLT surgery, indicating the important role of Cbfβ in articular cartilage homeostasis (Figure 3E). Interestingly, *Cbfb^f/f^;Col2a1-CreER^T^* TMX mice with ACLT surgery had a significantly increased OARSI Score compared to *Cbfb^f/f^;Col2a1-CreER^T^* TMX injected mice with no surgery and *Cbfb^f/f^* mice with ACLT surgery (Figure 3E). Those results indicate that Cbfβ also plays an important role in regulating postnatal cartilage regeneration as well as bone destruction in OA pathological condition, and demonstrated that the deficiency of Cbfβ *could* be the cause of early onset OA.

**Figure 3.**
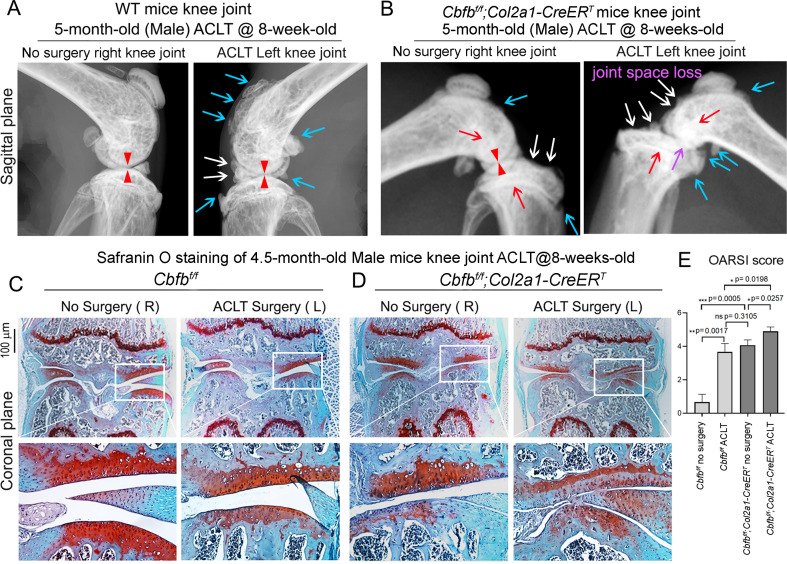
*Cbfb^f/f^;Col2a1-CreER^T^* mice with ACLT surgery developed early onset OA. (**A**) X-ray of 5-month-old male WT (ACLT at 8-week-old) mice knees (n=15). (**B**) X-ray of 5-month-old male *Cbfb^f/f^;Col2a1-CreER^T^* (ACLT at 8-week-old) mice knees. Red arrows indicate subchondral bone; Red arrow heads indicate joint space; Light blue arrows indicate osteophytes; White arrows indicate worn articular cartilage; Purple arrow indicates joint space loss; (n=15). (**C**) SO stain of 4.5-month-old male *Cbfb^f/f^* (ACLT at 8-week-old) mice knees (n=7). (**D**) SO stain of 4.5-month-old male *Cbfb^f/f^;Col2a1-CreER^T^* (ACLT at 8-week-old) mice knees (n=6). (**E**) Knee joint Osteoarthritis Research Society International (OARSI) score of (**C**) and (**D**). Data are shown as mean ± SD. Scale bar: 100 μm (**C–D**).

### RNA-seq analysis indicated that deficiency of Cbfβ in cartilage reduces cell fate commitment, cartilage regeneration and repair, and increases canonical Wnt signaling and inflammatory response

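RNA that the paper describes as from hip articular cartilage was sequenced as poly-A libraries, with 1 library from Cbfb^f/f mice as the control and 1 from TMX-injected Cbfb f/f;Col2a1-CreERT mice. The hip control is labelled as untreated and without Cre, so the libraries of this pair also differ in TMX and Cre. The authors deposited the number of reads counted on each Ensembl gene, without normalization. The control library held 38473120 counts on genes, and the library labelled Cbfb-deficient held 34582780. Counts were normalized within the pair by edgeR's TMM method, and a log2 ratio was taken after adding 0.5 to each count. With 1 library per condition no replicate error, test across genes or p-value can be given, so each ratio compares 2 libraries. The 95% Clopper-Pearson intervals cover counting error only. Cbfb itself (ENSMUSG00000031885, chromosome 8 of GRCm39 from 105897291.0 to 105944633.0) had 2548 counts in the control library and 2946 in the library labelled Cbfb-deficient, a log2 ratio of 0.41 (95% counting interval 0.33 to 0.48). Counts per gene do not show whether an exon was deleted. They may also miss a loss limited to chondrocytes, because a list of 16 chondrocyte genes took 0.0259% and 0.0106% of the hip counts. By western blot and immunostaining, the paper reports less Cbfβ protein in hip cartilage of TMX-injected mice of this cross. Cbfb moved most with the trend over transcript length and GC content removed, a correction chosen after the data were seen, to a log2 ratio of -0.44.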

To dissect the mechanism underlying the role of Cbfβ in the articular cartilage regeneration in OA, genome-wide RNA-sequencing analysis was conducted using hip articular cartilage of 2-month-old *Cbfb^f/f^;Col2a1-CreER^T^* TMX injected mice compared with 2-month-old WT mice (Figure 4). 

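Of the genes labelled in Figure 4A, Nmrk2 had 4592 counts in the control library and 973 in the library labelled Cbfb-deficient, a log2 ratio of -2.04 (95% counting interval -2.14 to -1.94). Rgs9 had a log2 ratio of -0.88 from 81 and 38 counts. Csf3r rose from 176 to 539 counts, with a log2 ratio of 1.81 (95% counting interval 1.56 to 2.07). Eif3j2 also rose, with a log2 ratio of 2.33. Among the genes drawn on the upregulated side, Cyp2e1 was higher by 2.31 on the log2 scale, Slc15a2 by 1.73, Lyve1 by 1.28 and Retn by 2.66. Alas2 was lower, with a log2 ratio of -0.53 (95% counting interval -0.63 to -0.43). The log2 ratio of Hba-a2 was -0.38, from 8839 and 5921 counts, and it became 0.23 once the trend over transcript length and GC content was removed. Serpina1b had a log2 ratio of -1.51 and Trim10 of -0.96. Acan, which is labelled in the plot alone, had a log2 ratio of -0.42. The symbols Rn7sk and Hbb-b1 match no gene identifier of the counts and are not analysed here.

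**Figure D1:**
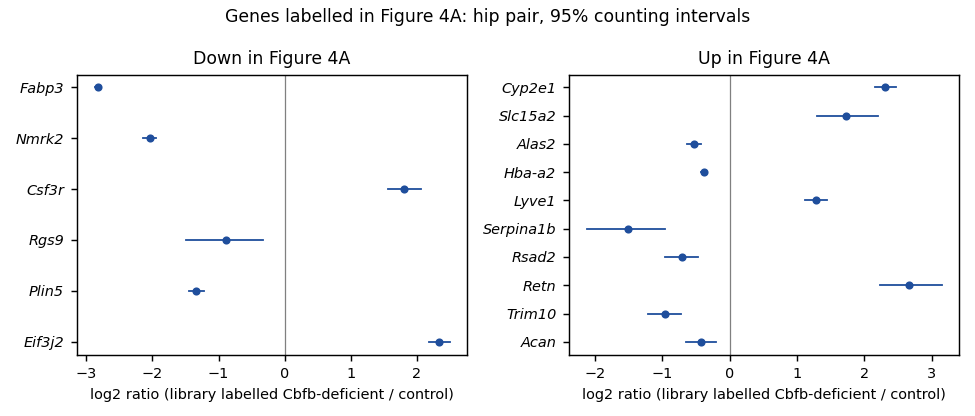
Log2 ratio of the genes labelled in Figure 4A and used here in the hip pair (points) with its 95% counting interval (lines), genes drawn as downregulated on the left and as upregulated on the right. Of these 16 genes, 8 lie on the side where the plot of the paper draws them.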

Volcano plot results illustrated that the top downregulated genes included *Fabp3*, *Nmrk2*, *Csf3r*, *Rgs9*, *Plin5*, *Rn7sk*, and *Eif3j2*, whereas top upregulated genes included *Cyp2e1*, *Slc15a2*, *Alas2*, *Hba-a2*, *Lyve1*, *Snca*, *Serpina1b*, *Hbb-b1*, *Rsad2*, *Retn*, and *Trim10* in the articular cartilage of *Cbfb* conditional knockout mice (Figure 4A). Pie chart of articular cartilage from *Cbfb^f/f^;Col2a1-CreER^T^* mice demonstrated significantly altered differentially expressed genes (DEGs), where 70.7% were upregulated and 29.3% were downregulated (Figure 4B). Among them, *Rsad2* is known to be closely related to immune regulation and play a role in driving the inflammatory response through the NF-κB and JAK-STAT pathways (Lin et al., 2013). 

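Among 19856.0 genes with at least 10 counts over the hip pair, 7252.0 had a log2 ratio of at least 1 in size and a counting interval that excluded 0. Of these, 4018.0 rose, a share of 55.4% (Wilson 95% interval 54.3 to 56.5%). The other 3234.0 genes fell, a share of 44.6%. This rule carries no error between animals. The share that rose moved most when at least 10 counts were required in each library, to 68.4% of 4548.0 genes. Under the trend correction for transcript length and GC content, 46.4% of 5692.0 genes rose.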

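Rsad2 (ENSMUSG00000020641, chromosome 12 of GRCm39 from 26492745.0 to 26506451.0) had 413 counts in the control library and 220 in the library labelled Cbfb-deficient in the hip pair, a log2 ratio of -0.71 (95% counting interval -0.95 to -0.47). A list of 25 interferon-response genes, written before the data were examined, had 24 genes with at least 10 counts, and their median log2 ratio was -0.57. That median lay at percentile 1 of 10000 random lists of equal size matched on mean expression. With the length and GC trend removed it lay at percentile 12.7.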

Increased expression of *Rsad2* indicates that *Cbfb* conditional knockout is associated with increased inflammatory signaling in mice knee joints (Figure 4A). Moreover, several genes related to lipid metabolism and transport were downregulated in response to *Cbfb* conditional knockout (Figure 4A). *Fabp3* is known to be involved in several processes, including lipid homeostasis and transport, and positive regulation of long-chain fatty acid import into cell (Lee et al., 2020; Liu et al., 2021). In addition, *Plin5* is a negative regulator of peroxisome proliferator activated receptor (PPAR) signaling, a positive regulatory of sequestering of triglyceride and regulation of lipid metabolic process (Miner et al., 2023). A previous study has shown that dysregulated lipid content or metabolism in cartilage leads to dysfunction cartilage (Villalvilla et al., 2013). Decreased expression of *Fabp3* and *Plin5* in *Cbfb* conditional knockout mice indicates the important positive regulatory role of Cbfβ in lipid transport and metabolism in articular cartilage, which is important in cartilage homeostasis (Figure 4A).

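Fabp3 (ENSMUSG00000028773, chromosome 4 of GRCm39 from 130202388.0 to 130209259.0) had 29633 counts in the control library and 3644 in the library labelled Cbfb-deficient, a log2 ratio of -2.83 (95% counting interval -2.88 to -2.78). For Plin5 the counts were 2448 and 846, with a log2 ratio of -1.33 (95% counting interval -1.45 to -1.22). Skeletal muscle genes took 21.3% of the counts of the hip control library and 19.6% of the other, and of 26 such genes 18 fell and 7 rose beyond their counting intervals. From the lower expression of Fabp3 and Plin5, the paper concludes that Cbfβ positively regulates lipid transport and metabolism in articular cartilage.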

**Figure 4.**
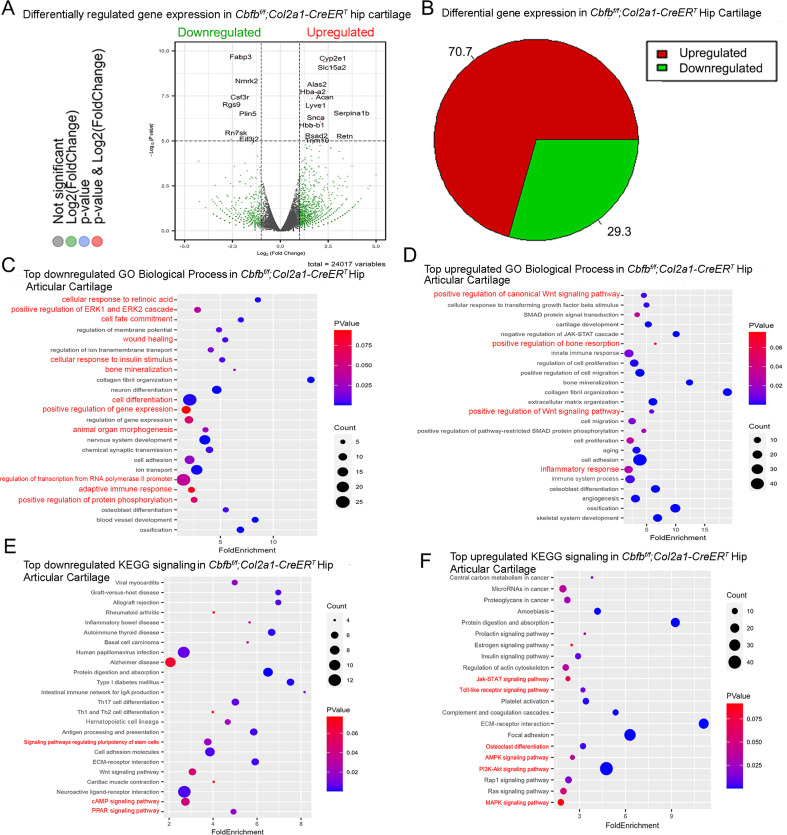
RNA-seq analysis indicated that deficiency of Cbfβ in cartilage reduces cell fate commitment, cartilage regeneration and repair, and increases canonical Wnt signaling and inflammatory response. (**A**) Volcano plot showing differentially regulated gene expression in 6-week-old male *Cbfb^f/f^* and *Cbfb^f/f^;Col2a1-CreER^T^* mice hip articular cartilage. (**B**) Pie chart showing percentage of upregulated and downregulated differentially regulated genes in hip articular cartilage of 6-weeks-old male *Cbfb^f/f^;Col2a1-CreER^T^* mice compared to those of *Cbfb^f/f^* mice. The percentages of genes upregulated and downregulated are shown in red and green, respectively. (**C**) GO functional clustering of the top downregulated biological process (BP) in 6-week-old male *Cbfb^f/f^;Col2a1-CreER^T^* mice hip articular cartilage. (**D**) GO functional clustering of the top upregulated BP in 6-week-old male *Cbfb^f/f^;Col2a1-CreER^T^* mice hip articular cartilage. (**E**) GO functional clustering of the top downregulated KEGG signaling pathways in 6-week-old male *Cbfb^f/f^;Col2a1-CreER^T^* mice hip articular cartilage. (**F**) GO functional clustering of the top upregulated KEGG signaling pathways in 6-week-old male *Cbfb^f/f^;Col2a1-CreER^T^* mice hip articular cartilage.

To further investigate the functions of the differential expressed genes in *Cbfb* conditional knockout mice, Gene Ontology (GO) studies were performed on both the upregulated and downregulated DEGs in *Cbfb^f/f^;Col2a1-CreER^T^* mice TMX injected compared to WT mice (Figure 4C–F). 

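The genes behind each term of Figure 4C are not named in the text of the paper, so short lists written before the data were examined stand for the terms. In the hip pair, 17 retinoic acid response genes had a median log2 ratio of -0.74, at percentile 0.08 of the random lists. Removal of the length and GC trend moved this median most, to -0.24 at percentile 8.07. For 19 wound healing genes the median was -0.40, at percentile 1.38, and without the trend it was at percentile 15.7.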

GO annotation based on GO Biological Processes (BP) showed significantly downregulated differentially expressed gene groups associated with Cellular Response to Retinoic Acid, Wound Healing, positive Regulation of Protein Phosphorylation in response to *Cbfb* conditional knockout in *Cbfb^f/f^;Col2a1-CreER^T^* mice, further supporting the important role of Cbfβ in cartilage and bone development (Figure 4C). Moreover, it was previously reported that p38/ERK/JNK/SMAD pathways are crucial in the chondrogenic differentiation induced by Tgfb1 (Ma et al., 2019). 

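Among 16 ERK-response genes, 8 genes were higher and 8 lower in the hip library labelled Cbfb-deficient. Their median log2 ratio of -0.01 lay at percentile 25.7 of the random lists.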

GO BP analysis also revealed significantly downregulated genes in positive regulation of ERK1 and ERK2 cascade in *Cbfb^f/f^;Col2a1-CreER^T^* mice, indicating that Cbfβ deficiency in chondrocytes was associated with downregulated ERK signaling which resulted in dysregulated chondrocyte differentiation (Figure 4C). Furthermore, *Cbfb* conditional knockout is also associated with downregulated cell fate commitment, cell differentiation, positive regulation of gene expression, animal organ morphogenesis, regulation of RNA polymerase II promoter, and positive regulation of protein phosphorylation (Figure 4C). 

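A list of 22 genes for signaling that regulates stem cell pluripotency had a median log2 ratio of 0.20 in the hip pair, at percentile 65.6. Of these, 15 genes were higher and 7 lower.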

Enrichment analysis of downregulated KEGG signaling pathways also demonstrated that Cbfβ deficiency in *Cbfb^f/f^;Col2a1-CreER^T^* mice led to significant changes in signaling pathways regulating pluripotency of stem cells (Figure 4E). These results implied that Cbfβ deficiency leads to downregulated chondrocyte differentiation and proliferation. In addition, downregulated differential expressed genes in Cbfβ deficient mice were associated with cellular response to insulin stimulus (Figure 4C). 

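In the hip pair, 15 insulin-response genes had a median log2 ratio of 1.24, at percentile 100.0 of the random lists. In the library labelled Cbfb-deficient 11 genes were higher and 4 lower.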

Previous studies have shown that insulin has anti-inflammatory effect by negatively regulating NF-κB, PI3k/AKT, and TLR signaling etc (Tilich and Arora, 2011; Zhang et al., 2016). Downregulated cellular response to insulin stimulus in *Cbfb^f/f^;Col2a1-CreER^T^* mice hip articular cartilage suggested dysregulated and elevated immune signaling in Cbfβ*-*deficient mice articular cartilage. In addition, a recent study has shown that the activated cAMP pathway inhibits OA development (Xie et al., 2023). cAMP signaling is downregulated in Cbfβ deficient mice, indicating that Cbfβ may also regulate cAMP signaling in OA pathogenesis (Figure 4E). On the other hand, top downregulated GO KEGG analysis in Cbfβ-deficient cartilage also shows downregulated PPAR signaling, in line with decreased Plin5 expression shown in the volcano plot (Figure 4A and E). 

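The 30 genes of the cAMP list had a median log2 ratio of 0.24 in the hip pair, at percentile 72.3. Of them 21 genes were higher and 9 lower.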

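PPAR target genes (28 in the list) had a median log2 ratio of -0.03 in the hip pair, at percentile 45. Once the length and GC trend was removed, the median was -0.27 at percentile 1.26.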

As mentioned previously, PPAR signaling is crucial for cell differentiation and lipid metabolism (Dunning et al., 2014; Feige et al., 2006). Downregulated PPAR signaling indicated a crucial role of Cbfβ in articular cartilage regeneration and regulation of lipid content.

Upregulated GO BP and GO KEGG analysis results further elucidated the regulatory mechanism of Cbfβ in mice articular cartilage (Figure 4). 

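Canonical Wnt signaling was read from 3 lists in the hip pair. The 16 Wnt target genes had a median log2 ratio of -0.60, at percentile 2.06. With at least 10 counts required in each library, that percentile was 15.8, and with the length and GC trend removed the median was -0.89 at percentile 0.09. Wnt ligands and agonists (19 genes) had a median of -0.56, at percentile 4.32, which was 1.21 with the length and GC trend removed. For 13 Wnt inhibitors the median was -0.66, at percentile 1.83, and 2.80 without the trend.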

Firstly, upregulated GO BP pathways displayed significantly upregulated differentially expressed genes in the positive regulation of the canonical Wnt signaling pathway, indicating that Cbfβ negatively regulated canonical Wnt signaling pathway in articular cartilage (Figure 4D). 

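Bone resorption genes (18 with at least 10 counts) had a median log2 ratio of -0.21 in the hip pair, at percentile 10.9. Of these genes, 8 were higher and 10 lower in the library labelled Cbfb-deficient.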

Besides, upregulated positive regulation of bone resorption in *Cbfb* conditional knockout mice supported the bone destruction seen in previous phenotypical studies, showing the crucial role of Cbfβ in protecting against bone destruction (Figure 4D). Further, both GO BP and GO KEGG results unveiled upregulated signaling pathways related to inflammatory response (Figure 4D and F). Upregulated GO BP pathways including innate immune response, inflammatory response, immune system process, and angiogenesis were associated with Cbfβ deficiency and are also related to inflammation (Figure 4D). Furthermore, enrichment analysis of upregulated KEGG signaling pathways demonstrated that Cbfβ deficiency led to significant changes in the JAK-STAT signaling pathway, Toll-like receptor signaling pathway, AMPK signaling pathway, and MAPK signaling pathway (Figure 4F). 

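For 14 inflammatory response genes in the hip pair, the median log2 ratio was -0.15, at percentile 44.5. A list of 20 angiogenesis genes had a median of -0.06, at percentile 20.4.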

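In the hip pair, the 24 JAK-STAT genes had a median log2 ratio of 0.40, at percentile 87.8, or 54.7 against random lists also matched on transcript length. Toll-like receptor genes (19) had a median of 0.13, at percentile 55.8. The AMPK list (19 genes) had a median of 0.23, at percentile 71.2, or 45.3 with the length matching. For 29 MAPK genes the median was 0.20, at percentile 73.8. With the length and GC trend removed, the JAK-STAT median was 0.36 at percentile 94.4 and that of AMPK 0.39 at percentile 94.9. Toll-like receptor and MAPK genes then had medians of 0.04 and 0.05, at percentiles 49.9 and 46.4.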

The JAK/STAT pathway played an important role in multiple crucial cellular processes such as the induction of the expression of some key mediators that were related to cancer and inflammation (Hu et al., 2021). Moreover, studies had demonstrated the upregulation of TLR signaling in osteoarthritis (OA), highlighting its involvement in the induction of chondrocyte apoptosis (Barreto et al., 2020), along with the pivotal role played by MAPK signaling in the pathogenesis of OA (Lan et al., 2021). These GO data indicated an augmentation in the positive regulation of the JAK-STAT cascade, TLR signaling, and MAPK signaling pathways following *Cbfb* deletion, suggesting that the deficiency of Cbfβ led to an intensification of immune signaling contributing to the progression of osteoarthritic pathological processes. In addition, the downregulation of the adaptive immune response and the upregulation of the innate immune response further demonstrated that Cbfβ deficiency in the knee joint of mice was associated with heightened innate immune signaling while concurrently dampening adaptive immune signaling (Figure 4C and D).

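Adaptive immune genes (18 with at least 10 counts) had a median log2 ratio of -1.23 in the hip pair, at percentile 0.01 of the random lists. Of them, 5 were higher and 13 lower. They took 0.0155% of the counts of the control library and 0.00360% of the library labelled Cbfb-deficient.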

### Heatmap analysis uncovered that Cbfβ deficiency in cartilage resulted in decreased chondrocyte genes expression and decreased Tgfβ and Hippo signaling, but increased Wnt signaling

To further uncover the regulatory mechanism by which Cbfβ initiates signaling pathway changes in OA at the individual gene level, the gene expression profiles associated with chondrocytes, as well as with the Hippo, Tgfβ, and Wnt signaling pathways were examined (Figure 5). Given that OA is a systemic joint disease, an analysis was conducted on both the articular cartilage of the hip joint in *Cbfb^f/f^;Col2a1-CreER^T^* mice and the articular cartilage of the knee joint in *Cbfb^f/f^;Acan-CreER^T^* mice (Figure 5). 

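From the knee, 1 library of oil-injected Cbfb f/f;Acan-CreERT mice and 1 of TMX-injected mice were sequenced. The deposited values are counts per gene without normalization, made by another counting program and annotation than those of the hip. The control library held 34264456 counts on genes and the library labelled Cbfb-deficient held 38228029. The same normalization and ratio as in the hip were applied within this pair. Cbfb had 3796 counts in the control library and 4572 in the library labelled Cbfb-deficient, a log2 ratio of -0.07 (95% counting interval -0.13 to -0.01). Scaled by library size alone, this ratio was 0.11. By immunofluorescence, the paper reports efficient deletion of Cbfb in knee articular cartilage of such mice. By the rule used for the hip, 3342.0 of 21131.0 genes changed, of which 1902.0 rose, a share of 56.9% (Wilson 95% interval 55.2 to 58.6%). The share moved most with library size scaling, to 71.3%. The knee control carried the Cre and received oil, while the hip control is labelled as untreated and without Cre. The joints thus differ also in Cre line, age and kind of control, so joint cannot be told apart from these.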

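In the hip pair, the 87 genes of Figure 5A with at least 10 counts had a median log2 ratio of -0.33, at percentile 0.02 of the random lists. A list of 16 chondrocyte genes took only 0.0259% and 0.0106% of the hip counts, so other cells may carry this median. In the knee pair 91 of the genes had a median of 0.06, at percentile 82.3. No alternative moved either median across the outer 2.5% of the random lists. In the knee, Bmp2 had a log2 ratio of 0.34 (95% counting interval 0.14 to 0.53), which was 0.16 and within counting error once the length and GC trend was removed. Runx2 had one of 0.50 (95% counting interval 0.40 to 0.60). The hip ratios were -0.41 for Bmp2 and -0.35 for Runx2, and that of Runx2 was -0.08 and within counting error without the trend.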

Interestingly, chondrocyte-related genes were downregulated in the hip joint articular cartilage of the *Cbfb^f/f^;Col2a1-CreER^T^* mice, while upregulated genes in the *Cbfβ*-deficient mice knee articular cartilage included *Bmp2* and *Runx2* (Figure 5A). The Cbfβ subunit is a non-DNA-binding protein that binds Cbfα (also known as Runx) proteins to mediate their DNA-binding affinities. Runx/Cbfβ heterodimers play key roles in various developmental processes (Wu et al., 2014a; Wu et al., 2014b; Westendorf and Hiebert, 1999; Tian et al., 2014; Chen et al., 2014; Park et al., 2016; Qin et al., 2015; Lim et al., 2015). Moreover, Bmp2 is a crucial protein in the development of bone and cartilage, a central protein in Tgfβ signaling, and some of its specific functions include activating osteogenic genes such as *Runx2* (Halloran et al., 2020). Many genes were also upregulated in the Cbfβ-deficient articular cartilage, such as *Adamts12* and *Fgf2* (Figure 5A). 

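Adamts12 had 6 and 23 counts in the hip libraries, a log2 ratio of 2.05 (95% counting interval 0.80 to 3.72). In the knee its log2 ratio was 0.96 (95% counting interval 0.58 to 1.36).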

High expression of Adamts is a typical feature of OA, implying that Cbfβ deficiency may control the expression of Adamts to affect the differentiation of chondrocytes. Further, Fgf2 is previously reported to activate Runx2 via MER/ERK signaling pathway and increase MMP13 expression (Wang et al., 2004). 

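Fgf2 (ENSMUSG00000037225, chromosome 3 of GRCm39 from 37402473.0 to 37464257.0) had 206 counts in the control library and 542 in the library labelled Cbfb-deficient in the hip, a log2 ratio of 1.59 (95% counting interval 1.36 to 1.83). Its knee counts were 95 and 451, with a log2 ratio of 1.90 (95% counting interval 1.59 to 2.24).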

Increased expression of *Fgf2* was seen in both *Cbfb^f/f^;Col2a1-CreER^T^* hip articular cartilage as well as *Cbfb^f/f^;Acan-CreER^T^* knee cartilage, showing Cbfβ might upregulate MAPK/ERK signaling in cartilage through Fgf2 (Figure 5A).

**Figure 5.**
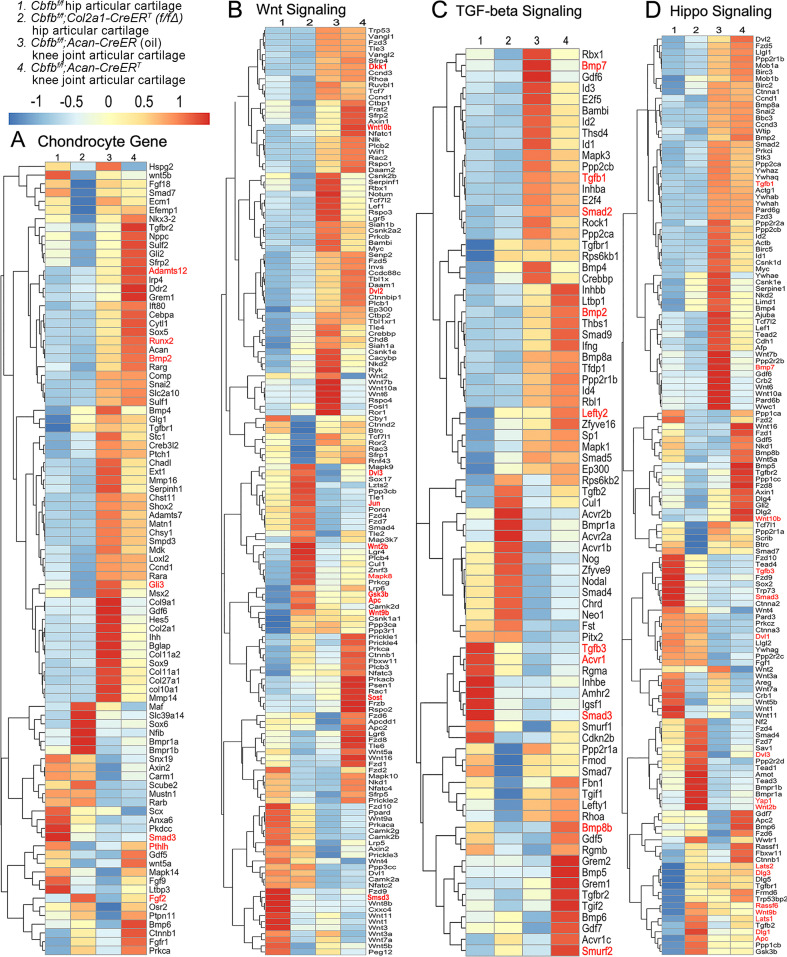
Heatmap analysis uncovered that deficiency of Cbfβ in cartilage resulted in decreased chondrocyte genes expression and decreased Tgfβ and Hippo signaling, but increased Wnt signaling. (**A**) Heatmap for chondrocyte gene expression in (1) 6-weeks-old male *Cbfb^f/f^* mice hip articular cartilage, (2) 6-week-old male *Cbfb^f/f^;Col2a1-CreER^T^* mice hip articular cartilage, (3) 12-week-old male oil injected *Cbfb^f/f^;Acan-CreER^T^* mice knee joint articular cartilage, and (4) 12-week-old male *Cbfb^f/f^;Acan-CreER^T^* mice (TMX injected at 6-week-old) knee joint articular cartilage. (**B**) Heatmap showing Wnt signaling-related gene expression. (**C**) Heatmap showing Tgfβ signaling-related gene expression. (**D**) Heatmap showing Hippo signaling-related gene expression.

Moreover, the heatmap of RNA-seq analysis showed that *Cbfb^f/f^;Col2a1-CreER^T^* cartilage had altered gene expression levels in the Wnt, Tgfβ, and Hippo signaling pathways (Figure 5). 

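Of the Wnt genes of Figure 5B in the hip pair, Mapk8 had a log2 ratio of 1.08, Dvl3 of 0.30, Wnt2b of 2.23 and Jun of 0.75, each with a counting interval above 0. Without the length and GC trend Mapk8 had 0.24, Dvl3 0.61, Wnt2b 2.49 and Jun 1.04, with intervals still above 0. Wnt10b had 58 counts in the control library and 67 in the library labelled Cbfb-deficient, and its log2 ratio of 0.40 (95% counting interval -0.12 to 0.94) was within counting error. Without the length and GC trend it was 0.65, with an interval above 0. Only 1 and 5 counts were found for Wnt9b, so a difference was not detectable at this depth. Sost had 34 and 16 counts, a log2 ratio of -0.87 (95% counting interval -1.85 to 0.01), which was -0.33 without the trend. In the knee, Sost rose by 1.61 on the log2 scale, from 423 to 1640 counts. The whole panel (147 genes) had a median log2 ratio of -0.05 in the hip, at percentile 7.42 (0.960 when the random lists were matched on transcript length as well, a choice made after seeing the data), and of 0.22 in the knee, at percentile 100. From higher Wnt activators and lower Sost, the paper reasons that loss of Cbfb could promote ossification through Wnt signaling.

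**Figure D2:**
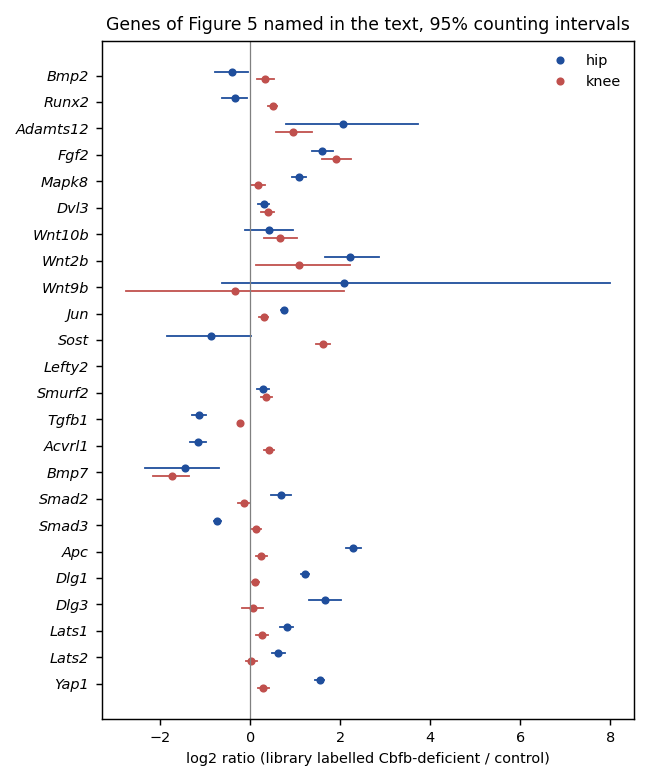
Log2 ratio (points) and 95% counting interval (lines) of the genes of Figure 5 that the text names, in the hip pair (blue) and the knee pair (red). Lefty2 is not drawn because no library held more than 3 counts of it.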

Our results demonstrated that genes associated with Wnt signaling pathway activation, such as *Mapk8*, *Dvl3*, *Wnt10b*, *Wnt2b*, *Wnt9b*, and *Jun* (Nie et al., 2020) were upregulated, whereas the inhibitor of the Wnt signaling pathway *Sost* was downregulated, indicating that loss of *Cbfb* could promote cartilage ossification and osteophyte formation through its activation of the Wnt pathway (Figure 5B). Dvl3 is a positive regulator of the Wnt/b-catenin pathway, which can stabilize β-catenin and upregulate downstream target genes by interacting with Mex3a (Yang et al., 2022). These results suggested that the loss of *Cbfb* could promote the expression of the activator of Wnt signaling, resulting in the activation of the Wnt signaling pathway.

Furthermore, our results also exemplified that the Tgfβ signaling pathway repressors *Lefty2* and *Smurf2* were upregulated in the Cbfβ-deficient articular cartilage (Chandhoke et al., 2016; Figure 5C). In addition, other genes involved in Tgfβ signaling, such as *Tgfb1*, *Acvrl1*, *Bmp7*, *Smad2*, and *Smad3*, were downregulated in the Cbfβ-deficient articular cartilage (Figure 5C). These results demonstrate that loss of *Cbfb* leads to decreased expression of genes in Tgfβ signaling and increased expression of repressors of Tgfβ signaling, which results in the inhibition of the Tgfβ signaling pathway.

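Smurf2 had a log2 ratio of 0.28 (95% counting interval 0.16 to 0.41) in the hip pair, which became -0.33 with the length and GC trend removed. In the knee it was 0.36. Lefty2 had 0 and 1 counts in the hip libraries and 1 and 2 in the knee libraries, at or under the floor of 3 counts, so no ratio is given.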

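In the hip pair, Tgfb1 had 1143 counts in the control library and 450 in the library labelled Cbfb-deficient, a log2 ratio of -1.15 (95% counting interval -1.31 to -0.99). Acvrl1 had a log2 ratio of -1.17 and Acvr1, the symbol in Figure 5C, of -0.48. Bmp7 fell from 58 to 18 counts, a log2 ratio of -1.46. The log2 ratio of Smad3 was -0.74. Smad2 was higher, with a log2 ratio of 0.68 (95% counting interval 0.46 to 0.90), and with the trend removed it was -0.26. The 77 genes of the panel had a median log2 ratio of 0.13, at percentile 56.4, and of -0.17 at percentile 0.600 without the trend. In the knee the panel's median was 0.17, at percentile 98.9 of random lists matched on expression and 83.5 of those also matched on transcript length. There Smad2 (-0.14), Tgfb1 (-0.24) and Bmp7 (-1.74) were lower, and Acvrl1 (0.41), Acvr1 (0.32) and Smad3 (0.13) were higher. Without the trend, Acvr1 and Smad3 were within counting error in the knee.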

Genes involved in the canonical Hippo signaling pathway such as *Apc*, *Dlg1*, and *Dlg3* were upregulated, signifying a close relationship of *Cbfb* to Hippo signaling (Figure 5D). 

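Apc had 374 counts in the control library and 1590 in the library labelled Cbfb-deficient in the hip, a log2 ratio of 2.28 (95% counting interval 2.12 to 2.45) that was 1.13 without the length and GC trend. Dlg1 had a log2 ratio of 1.21, which was 0.40 without the trend, and Dlg3 had one of 1.65. In the knee, Apc had a log2 ratio of 0.24, Dlg1 of 0.11 and Dlg3 of 0.05 with an interval that included 0. Without the trend these knee ratios were 0.01, -0.11 and -0.24, that of Apc within counting error. The Hippo panel (133 genes) had a median of 0.02 in the hip, at percentile 27.7, and of 0.09 in the knee, at percentile 89.6. Matched on transcript length as well, these percentiles were 7.87 and 45.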

Apc is the downstream part of the Wnt signaling pathway, and through the cross-talk of Wnt signal and Hippo signal, Apc mutation leads to the nuclear localization of Yap/Taz and activates Yap-Tead and Taz-Tead-dependent transcription, and ultimately, Hippo signal is turned off (Azzolin et al., 2014). In our study, *Apc* expression was enhanced in Cbfβ-deficient articular cartilage, supporting that Cbfβ deficiency in articular cartilage affected Hippo signaling (Figure 5D). Lats1 and Lats2 are essential components of the Hippo pathway that phosphorylate and inactivate Yap, which is a key link in the activation and shutdown of the Hippo signaling pathway (He et al., 2019). 

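In the hip pair, Lats1 had 730 counts in the control library and 1112 in the library labelled Cbfb-deficient, a log2 ratio of 0.80 (95% counting interval 0.67 to 0.94). With the trend over length and GC content removed, its ratio was 0.04, within counting error. For Lats2 the log2 ratio was 0.62 (95% counting interval 0.48 to 0.76), and 0.76 without the trend.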

Our study demonstrated that *Lats1/Lats2* expression was enhanced in Cbfβ-deficient articular cartilage (Figure 5D). Therefore, although there is increased *Yap1* gene expression in Cbfβ-deficient mice, upregulated *Lats1/Lats2* potentially leads to increased phosphorylation in Yap protein and activated Hippo signaling pathway (Figure 5D). Thus, loss of *Cbfb* could inhibit the repressor of the Hippo signaling pathway and promote the expression of the activator of Hippo signaling, resulting in the activation of the Hippo signaling pathway. 

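Yap1 had 1224 counts in the control library and 3110 in the library labelled Cbfb-deficient in the hip, a log2 ratio of 1.54 (95% counting interval 1.45 to 1.64). In the knee it was 0.29 (95% counting interval 0.17 to 0.41).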

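Across 17594.0 genes with at least 10 counts over each pair, the hip and knee log2 ratios had a Pearson r of 0.136 and a Spearman rho of 0.152, and genes are not independent replicates. Of 5963.0 of these genes that changed in the hip, 3605.0 went the same way in the knee, a share of 60.5% (Wilson 95% interval 59.2 to 61.7%). Over the whole set of genes 56.6% went the same way. Library size scaling moved the share of changed genes most, to 63.7%. The pairs share no library, and joint, Cre line, age, kind of control and counting program differ together.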

Examination of the expression profiles of these genes showed altered expression between the mutant and WT samples, with different expression patterns between Cbfβ-deficient articular cartilage in mice hip samples and Cbfβ-deficient knee samples, indicating that Cbfβ regulation is tissue-specific (Figure 5A–D). Collectively, we are the first to demonstrate that Cbfβ may control downstream gene expression by orchestrating the Tgfβ, Hippo, and Wnt signaling pathways, thereby setting off the cascade of OA pathological processes, including cartilage damage and inflammation.

### Postnatal Cbfβ deficiency in cartilage resulted in increased Wnt signaling, inflammatory genes expression, decreased cartilage formation genes expression in the knee articulate cartilage

To further investigate OA-related genes expression of *Cbfb* deficiency mice in articular cartilage in which Cbfβ regulates articular cartilage regeneration, we performed immunohistochemistry (IHC) staining on Cbfβ-deficient mouse hip joints. The result showed that postnatal Cbfβ deficiency in cartilage (Figure 6A and F) resulted in increased inflammatory markers expression and decreased cartilage formation markers expression in the knee articulate cartilage. The chondrocytes cell markers Col2α1, and cartilage degradation markers MMP13 and ADAMTS5 were examined by IHC staining (Figure 6B, C, D and G). As expected, mutant mice articular cartilage had significant degradation with low expression of Col2α1 in both the superficial zone and the deep zone, and the middle zone was replaced by bone with no Col2α1 expression (Figure 6B and G). Aggrecanases (Adamts) and matrix metalloproteinases (MMPs), especially Adamts5 and Mmp13 are known to have important roles in cartilage destruction in OA. IHC staining results show without Cbfβ, articular cartilage had high levels of Adamts5 (Figure 6C and G) and Mmp13 (Figure 6D and G), indicating mutant mice cartilage was undergoing severe cartilage degradation and increased inflammation. Negative control of the IHC staining shows the validity of the experiment (Figure 6E).

**Figure 6.**
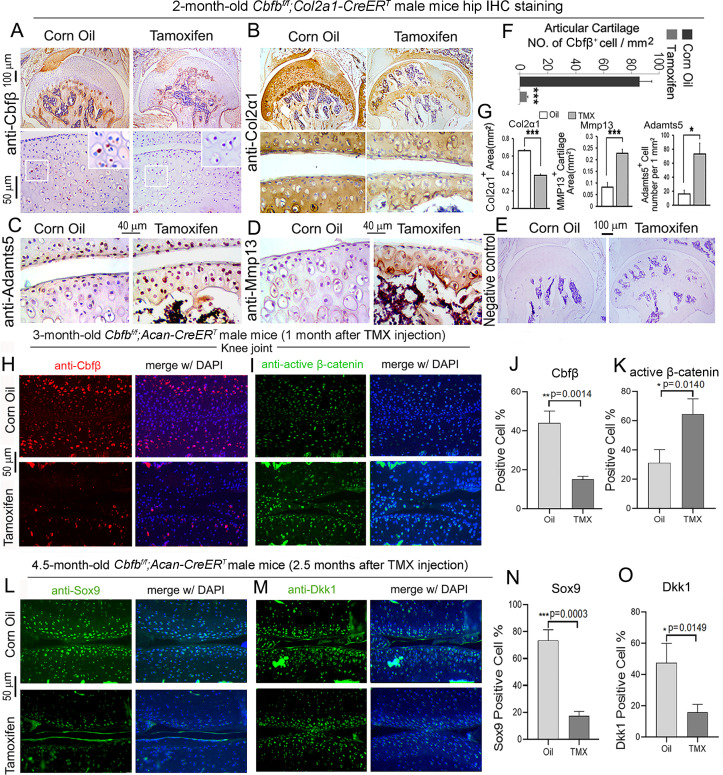
Postnatal Cbfβ deficiency in cartilage resulted in increased Wnt signaling, inflammatory genes expression, decreased cartilage formation genes expression in the knee articulate cartilage. (**A–E**) IHC staining of (**A**) anti-Cbfβ*,* (**B**) anti-Col2α1, (**C**) anti-Adamts5, and (**D**) anti-Mmp13 of hip joint from 2-month-old male *Cbfb^f/f^;Col2a1-CreER^T^* mice. (**E**) Negative control of (**A–D**). (**F**) Quantification for (**A**). (**G**) Quantification for (**B–D**). (**H–I**) IF staining of (**H**) anti-Cbfβ and (**I**) Active-β-catenin of knee joint from 3-month-old male *Cbfb^f/f^;Acan-CreER^T^* mice. (**J–K**) Quantification of (**H**) and (**I**). (**L–M**) IF staining of (**L**) anti-Sox9, and (**M**) anti-Dkk1 of knee joint from 4.5-month-old male *Cbfb^f/f^;Acan-CreER^T^* mice with oil injection or TMX injection. (**N–O**) Quantification of (**L**) and (**M**). Data are shown as mean ± SD. n=3. *p<0.05, **p<0.01, ***p<0.001.

As previous data had shown that Cbfβ-deficiency impaired articular cartilage regeneration, signaling pathways that regulate OA was our next focus, such as Wnt signaling. IF staining showed efficient *Cbfb* deletion in mouse articular cartilage (Figure 6H and J). Moreover, IF staining of active β-catenin showed that in knee joint articular cartilage of *Cbfb^f/f^;Acan-CreER^T^* mice, there is increased Active-β-catenin expression compared to control (Figure 6I and K). This confirmed that Cbfβ has an important role in regulating Wnt/β-catenin signaling pathway. IF staining of 4.5-month-old oil-injected *Cbfb^f/f^;Acan-CreER^T^* and TMX-injected *Cbfb^f/f^;Acan-CreER^T^* mice knee joints articular cartilage further exhibited that Sox9 protein level was decreased in the Cbfβ-deficient joint (Figure 6L and N). As Sox9 is involved in articular cartilage formation, this observation suggests that Cbfβ is involved in regulating articular cartilage formation (Figure 6L and N). Dickkopf-1 (Dkk1), a Wnt signaling inhibitor, was decreased expression in knee joints articular cartilage of 4.5-month-old *Cbfb^f/f^;Acan-CreER^T^* mice, indicating that Cbfβ plays a role in regulating articular cartilage homeostasis through the Wnt signaling pathway by inhibiting Dkk1 (Figure 6M and O).

### Locally administrated AAV-mediated *Cbfb* overexpression inhibited β-Catenin expression and enhanced Yap expression in knee joints articular cartilage of ACLT-induced OA mice

To further characterize the mechanism underlying Cbfβ regulates articular cartilage in both physiological conditions and pathological conditions, we applied locally administrated AAV-mediated *Cbfb* overexpression as a Gain-of-Function approach. We first proved locally administrated AAV can successfully infiltrate knee joints articular cartilage by using AAV-luc-YFP infection in mice (Figure 7—figure supplement 1). We then analyzed β-Catenin expression and Yap expression at the knee joints articular cartilage of 6.5-month-old WT mice with ACLT surgery that were either administered AAV-YFP as control or AAV-*Cbfb* by intra-articular injection (Figure 7). AAV-mediated *Cbfb* overexpression decreased about 2.5-fold Active-β-catenin expression at the knee joints articular cartilage compared to AAV-YFP ACLT group (Figure 7A, B, C and H). AAV-mediated *Cbfb* overexpression increased Yap expression about 3.5-fold in the ACLT knee joints articular cartilage compared to the AAV-YFP ACLT group (Figure 7D, E, F, I). These results from the Gain-of-Function approach confirmed that Cbfβ regulates Wnt/β-catenin and Hippo/Yap signaling pathways in articular cartilage homeostasis and suggests that local over-expression of *Cbfb* could be an effective target for OA treatment.

**Figure 7.**
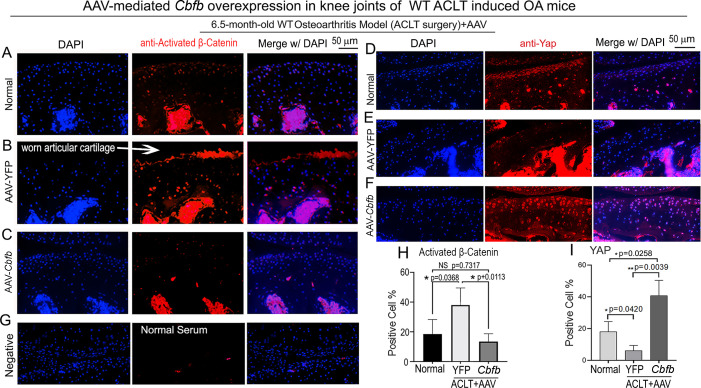
Locally administrated AAV-mediated *Cbfb* overexpression inhibited β-Catenin expression and enhanced Yap expression in knee joints articular cartilage of ACLT-induced OA mice. (**A–C**) IF staining of anti-active-β-catenin in the knee joints articular cartilage of 6.5-month-old male (**A**) Normal WT, (**B**) AAV-YFP with ACLT surgery, and (**C**) AAV-*Cbfb* mice with ACLT surgery (n=3). (**D–F**) IF staining of anti-Yap in the knee joints articular cartilage of 6.5-month-old (**D**), (**E**) AAV-YFP ACLT surgery, and (**F**) AAV-*Cbfb* mice with ACLT surgery (n=3). (**G**) Negative control of (**A–F**). (**H**) Quantification of (**A–C**). (**I**) Quantification of (**D–F**). Data are shown as mean ± SD.

**Figure 7—figure supplement 1.**
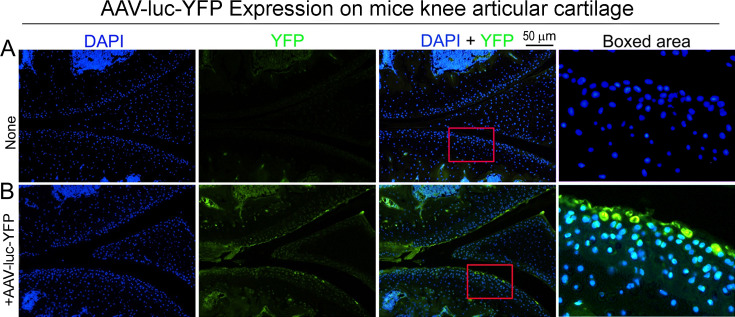
Successful AAV-luc-YFP infection in mice. Observed by fluorescence microscope. (**A**) DAPI staining for 8-weeks-old male mouse knee articular cartilage Observed by fluorescence microscope. (**B**) DAPI staining and expression for YFP in 8-weeks-old male mice knee articular cartilage Observed by fluorescence microscope. Scale bar: 50 μm (**A, B**). (n=3).

### deficiency of Cbfβ decreased the expression of Yap, and Smad2/3 and increased Mmp13 expression, and overexpression of *Cbfb* increased Yap expression and decreased β-catenin expression

To further explore the regulatory mechanism through in vitro studies, we used Alcian Blue staining of primary chondrocytes prepared from newborn *Cbfb^f/f^;Col2a1-Cre* mice growth plates and showed significantly reduced matrix deposition in mutant chondrocytes, which was reflected by weaker Alcian Blue staining of the cells on days 7, 14, and 21 (Figure 8—figure supplement 1). Moreover, *Cbfb* overexpression in ATDC5 (chondrocyte cell line) showed about twofold increased Yap protein level compared to control (Figure 8A and B).

**Figure 8.**
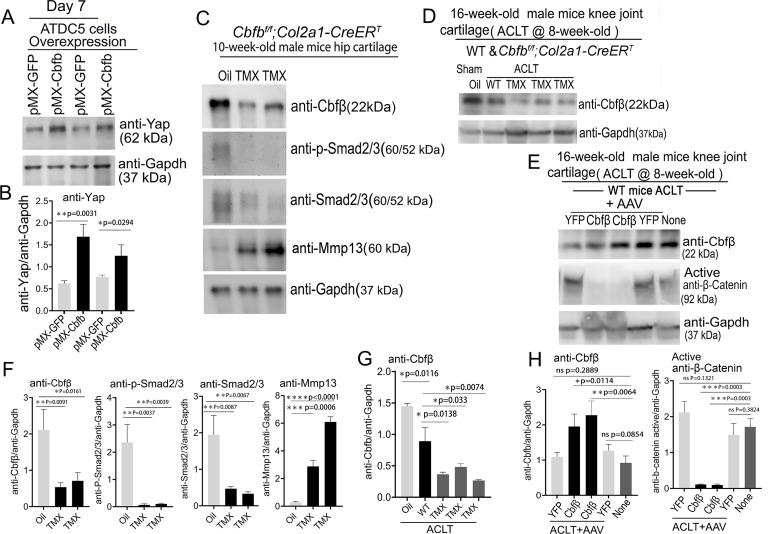
Deficiency of Cbfβ protein levels increased β-catenin and articular cartilage degradation markers while also reducing Yap signaling activation. (**A**) Western blot showing protein expression level of Yap in ATDC5 cells (n=3). (**B**) Quantification of Yap protein levels in (**A**). (**C**) Western blot of 10-week-old male hip cartilage from *Cbfb^f/f^;Col2a1-CreER^T^* mice injected with either oil or TMX showing the expression of Cbfβ, p-Smad2/3, Smad2/3, and Mmp13 (n=5). (**D**) Western blot of knee joint cartilage from 16-week-old male WT and *Cbfb^f/f^;Col2a1-CreER^T^* mice with ACLT surgery and injected with either oil or TMX showing the expression of Cbfβ (n=6). (**E**) Western blot of WT mice knee joint cartilage from 16-week-old male mice with ACLT surgery, treated with AAV-luc-YFP or AAV-*Cbfb*, and injected with either oil or TMX showing the expression of Cbfβ and active β-catenin (n=6). (**F**) Quantification of (**C**). (**G**) Quantification of (**D**). (**H**) Quantification of (**E**). Data are shown as mean ± SD. *p<0.05, **p<0.01, ***p<0.001. NS Not Significant. Figure 8—source data 1.Labeled raw western blot data for Figure 8A (anti-Yap and anti-Gapdh). Figure 8—source data 2.Unlabeled raw western blot data for Figure 8A (anti-Yap and anti-Gapdh). Figure 8—source data 3.Labeled raw western blot data for Figure 8C (anti-Cbfβ, anti-p-Smad2/3, anti-Smad2/3, anti-Mmp13, and anti-Gapdh). Figure 8—source data 4.Unlabeled raw western blot data for Figure 8C (anti-Cbfβ, anti-p-Smad2/3, anti-Smad2/3, anti-Mmp13, and anti-Gapdh). Figure 8—source data 5.Labeled raw western blot data for Figure 8D (anti-Cbfβ and anti-Gapdh). Figure 8—source data 6.Unlabeled raw western blot data for Figure 8D (anti-Cbfβ and anti-Gapdh). Figure 8—source data 7.Labeled raw western blot data for Figure 8E (anti-Cbfβ, anti-active β-catenin, and anti-Gapdh). Figure 8—source data 8.Unlabeled raw western blot data for Figure 8E (anti-Cbfβ, anti-active β-catenin, and anti-Gapdh).

**Figure 8—figure supplement 1.**
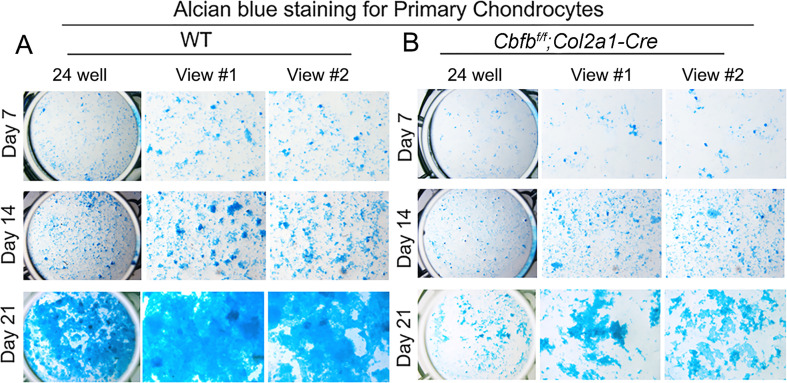
Alcian Blue staining of primary chondrocytes from Cbfβ deficient newborn mice show reduced matrix deposition. (**A**) Alcian Blue staining of newborn WT mouse primary chondrocytes. (**B**) Alcian Blue staining of newborn (P0) *Cbfb^f/f^Col2a1-Cre* mouse primary chondrocytes. (n=5).

We next examined the Cbfβ, p-Smad2/3, Smad2/3 and Mmp13 protein level changes in hip articular cartilage in TMX injected *Cbfb^f/f^;Col2a1-CreER^T^* mice. The western blot of the hip cartilage samples showed about 3.5-fold, 10-fold and 3.5-fold decrease in protein levels of Cbfβ, p-Smad2/3, and Smad2/3 respectively, and a 10-fold increase in the protein level of Mmp13 (Figure 8C and F). To determine whether ACLT induced OA affects Cbfβ protein levels, we detected Cbfβ protein in the knee joint articular cartilage of ACLT-induced OA of 16-week-old male WT mice. The result showed that Cbfβ protein in WT mice with ACLT surgery decreased by about twofold compared to the no ACLT WT mice control, and Cbfβ protein was decreased by about fourfold in *Cbfb^f/f^;Col2a1-CreER^T^* mice with ACLT compared to the control (Figure 8D and G). This result indicated that low expression of Cbfβ may be a cause of OA pathogenesis.

To further characterize the mechanism by which Cbfβ regulates β-catenin expression in ACLT induced OA, the protein samples from the knee joint articular cartilage of 16-week-old male WT mice with ACLT treated with AAV-*Cbfb* overexpression were analyzed by western blot which showed about twofold increased Cbfβ protein level in the knee joint articular cartilage of 16-week-old male WT mice with ACLT treated with AAV-*Cbfb*-mediated overexpression (Figure 8E and H), and about 10-fold decreased protein level in Active-β-catenin when compared to mice with no AAV-*Cbfb* treatment control (AAV-YFP; Figure 8E and H). Together, these data show that Cbfβ plays a central role in regulating the hip and knee joints articular cartilage homeostasis through Wnt/β-catenin, Hippo/Yap and Tgfβ signaling pathways.

### Adeno-associated virus (AAV)-mediated *Cbfb* overexpression protects against ACLT-induced OA

To investigate the therapeutic effect of Cbfβ in ACLT induced OA**,** AAV-*Cbfb* was locally administrated for AAV-mediated *Cbfb* overexpression in knee joints articular cartilage of ACLT-induced OA mice. We performed X-rays and SO staining on WT mice with or without ACLT surgery and with either no treatment, AAV-YFP control treatment, or AAV-*Cbfb* treatment (Figure 9). In the X-ray images, yellow arrows indicate normal joint space; white arrows indicate worn articular cartilage; blue arrows indicate osteophytes; red arrows indicate joint space loss (Figure 9A, B). We observed that 22-week-old male WT mice with ACLT surgery developed an OA phenotype including unclear borders, narrow joint space, and hyperosteogeny (Figure 9A, C). We noticed that in the mice with ACLT surgery, the knee which was not operated on also developed a slight OA phenotype with narrow joint space. Notably, we observed that 22-week-old male WT mice with ACLT surgery treated with AAV-*Cbfb* did not develop unclear borders, narrow joint space, hyperosteogeny, or worn articular cartilage when compared to 22-week-old male WT mice with ACLT surgery that were treated with AAV-YFP (Figure 9A and B). To further investigate the role of Cbfβ in pathological OA through gain-of-function, we performed SO staining and histological analysis. AAV-mediated *Cbfb* overexpression treatments were administrated to ACLT surgery-induced OA mouse models. First, we performed ACLT surgery on 8-week-old WT mice administered with AAV-YFP as control or AAV-*Cbfb* by intra-articular injection. SO staining of the mice at 16-weeks-old showed severe articular cartilage loss in AAV-YFP-treated OA mice knees, with articular cartilage degradation and osteophytes, while the AAV-*Cbfb* treatment group had attenuated articular cartilage damage and significantly reduced OARSI scores compared to AAV-YFP control (Figure 9C, D and E). These data suggest that AAV-*Cbfb*-treated mice were protected from ACLT-induced OA damage compared to the control, and that local overexpression of *Cbfb* could be an effective therapeutic strategy for OA treatment.

**Figure 9.**
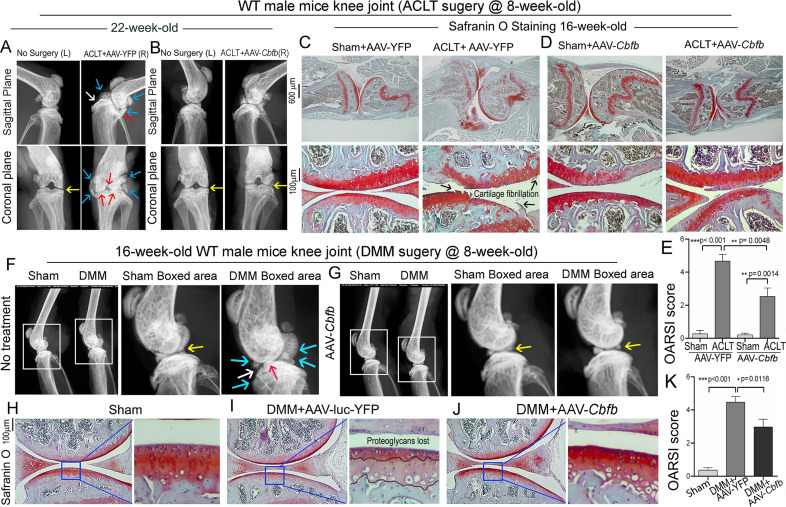
Adeno-associated virus (AAV)-mediated *Cbfb* overexpression protects against ACLT mechanical OA. (**A–B**) X-ray images of the knee joints of 22-week-old male WT mice with ACLT surgery at 8-week-old with (**A**) AAV-YFP treatment and (**B**) AAV-*Cbfb* treatment (n=15). Yellow arrows indicates normal joint space; White arrows indicate worn articular cartilage; blue arrows indicate osteophytes; red arrows indicate joint space loss. (**C–D**) SO staining of knees from 16-week-old male WT mice with (**C**) AAV-YFP (control) or (**D**) AAV-Cbfb treatment in ACLT mediated OA (ACLT surgery at 8-week-old) (n=5). (**E**) Knee joint of OARSI score of (**C**) and (**D**). (**F–G**) X-ray images of mouse knee joints of 16-week-old male mice after sham/DMM surgery with (**F**) no treatment or (**G**) AAV-*Cbfb* treatment (n=15). White arrows: osteophytes and worn articular cartilage. (**H–J**) SO staining of knee joints of 16-week-old mice after sham/DMM surgery (DMM surgery at 8-week-old) with (**H**) Sham no treatment, (**I**) DMM surgery AAV-YFP treatment, or (**J**) AAV-*Cbfb* treatment (n=5). (**K**) Knee joint OARSI score of (**H–J**). The results are presented as the mean ± SD, *p<0.05, **p<0.01, ***p<0.001. DMM surgery AAV-YFP treatment group shows severe cartilage damage, osteophytes, and delocalized knee joint, while the AAV-*Cbfb* treated group shows less cartilage loss and osteophytes than control.

We also used the surgical destabilization of the medial meniscus (DMM) surgery-induced OA model to test Cbfβ*’s* role in protecting against OA. We observed that in DMM surgery-induced OA, the OA phenotype was evident (Figure 9F and G) as indicated by blue and white arrows. Notably, in DMM surgery-induced OA with AAV-*Cbfb* treatment the OA phenotype was not seen, and only slightly increased subchondral bone density was observed (Figure 9F and G). To further investigate the role of Cbfβ in pathological OA through a gain-of-function approach, AAV-mediated *Cbfb* overexpression treatments were administrated to DMM surgery-induced OA mouse models. SO staining of the mice at 16-week-old showed articular cartilage loss in AAV-YFP treated OA mice knees, with degraded articular cartilage and osteophytes, while the AAV-*Cbfb* treatment group displayed attenuated articular cartilage damage and significantly reduced OARSI scores compared to AAV-YFP control (Figure 9G–K). Consistent with our SO staining of ACLT model of OA, evaluation of mice knee joints in DMM-induced OA showed loss of articular cartilage, decreased joint space, and increased OARSI score (Figure 9H, I, K). Compared to AAV-YFP controls, treatment with AAV-*Cbfb* attenuated articular cartilage damage and significantly reduced OARSI scores compared to AAV-YFP control (Figure 9I–K). Thus, local overexpression of *Cbfb* could be a novel and effective target for the treatment of osteoarthritis.

## Discussion

In our current study, we showed that the deletion of *Cbfb* in postnatal mice cartilage caused severe spontaneous OA through Cbfβ*’s* regulation of multiple key signaling pathways. We demonstrated that the changes of OA-related gene expression in the articular cartilage of aging-associated and *Cbfb* deficiency induced OA included downregulated Sox9, Dkk1, Yap, and p-Smad2/3, and upregulated Wnt5a and Wnt/β-catenin. We conclude that Cbfβ promotes articular cartilage regeneration and repair by modulating multiple key signaling pathways, including the Wnt/β-catenin, Tgfβ, and Hippo/Yap pathways.

Our previous studies have proven Cbfβ*’s* important role in bone skeletal development (Wu et al., 2014b; Chen et al., 2014). Cbfβ and Runx1 plays crucial roles in regulating both chondrocytes and osteoblast in bone (Wu et al., 2014a; Tang et al., 2020b; Zhang et al., 2022; Tian et al., 2014; Wu et al., 2017b). Cbfβ is known to bind to Runx proteins (Runx1, Runx2, Runx3) through the Runt domain, and exon 5 of the *Cbfb* gene is essential for Cbfβ-Runx binding ability (Park et al., 2016). Recent studies revealed that Cbfβ played an important role in stabilizing Runx proteins (Park et al., 2016; Qin et al., 2015). Several OA susceptibility genes were identified through a genome-wide DNA methylation study in OA cartilage tissue, including Runx1 and Runx2 (Jeffries et al., 2014). Runx1 was reported to be highly expressed in knee superficial zone chondrocytes, to regulate cell proliferation (LeBlanc et al., 2015). In addition, Runx1 expression was increased in knees with OA (LeBlanc et al., 2015). Furthermore, *Runx1* mRNA injection showed a protective effect on surgically induced OA knees (Aini et al., 2016). We evaluated previously published datasets from human patients with OA (Fisch et al., 2018; Rushton et al., 2014) and found that *CBFB* expression is significantly decreased in OA, while *CBFB* methylation is significantly increased. These epigenetic changes could be the result of internal factors such as genetics or external factors such as diet, exercise, and environmental exposures. Interestingly, Li et al reported the relationship between abnormal *CBFB* expression in human cartilage and OA and reported that *CBFB* was highly expressed in the osteoarthritic cartilage (Li et al., 2021). However, in our study and Che et al’s report (Che et al., 2023), *CBFB* expression in human OA was decreased compared to human normal cartilage. In our study, we found Runx1 expression in the superficial zone and columnar chondrocytes of hip cartilage. In *Cbfb* deletion mice, *Runx1* expression was largely decreased at both the mRNA and protein level, which could directly relate to OA development. In contrast, Runx2 is known to promote OA formation by upregulating Mmp13 (Wang et al., 2004; Kamekura et al., 2006). However, a recent publication has shown that overexpression of *Runx2* driven by the ColX promoter in mice showed delayed chondrocyte maturation and decreased susceptibility to develop OA, indicating that temporally and spatially different expressions of Runx2 may play opposite roles in OA (Lu et al., 2014).

While the Acan-creER^T^ system, as employed in both current and previous studies (Che et al., 2023; Zhang et al., 2024), provides valuable insights into the role of Cbfβ in differentiated cartilage cells and its implications in the advanced stages of osteoarthritis, our current study also used *Cbfb^f/f^;Col2a1-CreER^T^* aimed to explore the gene’s function from a broader perspective. Previous study points out that Col2α1 is expressed in both early and late stage of chondrogenesis, including skeletal mesenchymal cells, perichondrium and presumptive joint cells, but aggrecan is expressed specifically in differentiated chondrocytes (Blaney Davidson et al., 2014). However, studies show that not only differentiated chondrocytes but also chondrocyte progenitors are involved in OA pathogenesis (Tong et al., 2022). In our current study, the *Col2a1-CreER*^*T*^ system allowed us to investigate Cbfβ’s role not only in mature chondrocytes but also in early chondroprogenitor cells, offering a comprehensive view of Cbfβ’s involvement in cartilage in osteoarthritis. Therefore, the use of the *Cbfb^f/f^;Col2a1-CreER^T^* mouse mutant strain was instrumental in expanding our understanding of Cbfβ’s multifaceted role in osteoarthritis, highlighting its importance not only in mature cartilage but also in the early stages of cartilage formation and differentiation. In addition to the different types of Cre used compared to our previous study, our current study also used gain-of-function approach in ACLT-induced OA disease model to understand the potential therapeutic function of Cbfβ in OA pathological condition. Adding our current findings to our previous research, we can now piece together a more complete picture of Cbfβ’s role across the entire spectrum of cartilage development in osteoarthritis.

Our data indicated that *Cbfb* deletion upregulated the Wnt canonical signaling pathway during chondrocyte homeostasis, while local AAV-mediated *Cbfb* overexpression inhibited β-catenin expression and enhanced Yap expression in knee joints articular cartilage of ACLT-induced OA mice. RNA-seq analysis showed increased expression of Wnt10b, Wnt2b, the activator of Wnt signaling, and decreased Wnt antagonistic inhibitor Sost expression in *Cbfb^f/f^;Col2a1-CreER^T^* mice hip tissue. The Wnt signaling pathway has been implicated in OA in both clinical data and animal models (Gough, 2011), through its role in bone formation, bone growth and repair, endochondral ossification, and joint development (Cheng et al., 2022). In addition, growing evidence supports an important role of dysregulated Wnt signaling in chronic inflammatory diseases (Jridi et al., 2020). Wnt/β-catenin pathway inhibitors DKK1, Axin2, and alternative Wnt ligand Wnt5a, were highly expressed in human OA samples (He et al., 2018; Ray et al., 2017; Martineau et al., 2017). Meanwhile, Gremlin 1 (Wnt signaling antagonists), Frizzled-related protein (Wnt receptor), and DKK1 are recognized as key regulators of human articular cartilage homeostasis (Leijten et al., 2012). Furthermore, functional variants within the secreted frizzled-related protein 3 gene (Wnt receptor) are associated with hip OA in females (Loughlin et al., 2004). These data indicate that Wnt signaling is closely related to human OA formation. In experimental mouse models, both repression (Zhu et al., 2008) and forced activation (Zhu et al., 2009) of β-catenin caused OA. Yet how canonical Wnt signaling is dysregulated in OA remains unclear. Our data demonstrate that Cbfβ enhances articular cartilage regeneration and repair by orchestrating multiple key signaling pathways, including Wnt/β-catenin. Our results provide new insights into how Cbfβ regulates Wnt canonical signaling during OA pathogenesis which may lead to novel therapies for the treatment of degenerative joint diseases.

Our study supports that Cbfβ promotes the Hippo/Yap pathway in chondrocyte homeostasis. Yap has been reported to upregulate chondroprogenitor cells proliferation and inhibit chondrocyte maturation (Deng et al., 2016), and Yap1 and Runx2 protein-protein interaction has been previously confirmed (Deng et al., 2016). In our studies, we found that in Cbfβ-deficient cartilage, Yap transcriptional target genes *Wnt5a/b* were highly decreased. Thus, Cbfβ may promote Yap expression by regulating Runx2 expression and through a potential Cbfβ*/*Runx2-Yap protein-protein interaction. Some research has also indicated that Wnt5a/b-Yap signaling antagonizes canonical Wnt/β-catenin signaling and decreases expression of a panel of the major β-catenin/Tcf target genes (Tao et al., 2017). However, further study is needed. Our results demonstrate that the high expression level of Cbfβ in cartilage suppresses Wnt/β-catenin and low Cbfβ may lead the OA phenotype with high β-catenin expression seen in aging mice.

Tgfβ signaling also plays key roles in the development of the spontaneous OA phenotype as shown by our data. Maintaining homeostasis in articular cartilage and subchondral bone requires precise control of the Tgfβ signaling pathway (Zhen et al., 2013; Che et al., 2023). Tgfβ exerts both anabolic and catabolic effects on articular cartilage. Tgfβ stimulates the production of proteins such as aggrecan and type II collagen while also counteracting cartilage degradation by inflammatory cytokines such as IL-1 and TNF-α (Finnson et al., 2012). However, various components of the Tgfβ signaling pathway, along with Cbfβ, have been shown to decrease with age, illustrating a possible mechanism in the development of OA (Qin et al., 2015). Cbfβ and Runx1 have been revealed to be mediators of Tgfβ signaling, with the activation of Tgfβ signaling having been shown to increase Cbfβ and Runx1 expression and Cbfβ/Runx1 heterodimer formation, while *Cbfb* deletion attenuates Tgfβ signaling (Che et al., 2023). Our RNA sequencing results illustrate a similar pattern, where *Cbfb* conditional knockout resulted in concomitant reduction of *Tgfb1* expression in cartilage cells and increased expression of Tgfβ signaling pathway repressors. The previously cited paper also reported that the disruption of Tgfβ signaling by the deletion of *Cbfb* in articular chondrocytes showed an increase in catabolic cytokines and enzymes interleukins and matrix metalloproteinases (Che et al., 2023). Furthermore, elevated levels of Tgfb1 in subchondral bone has been linked to the pathogenesis of OA (Zhen et al., 2013). Our work also indicated that *Cbfb* conditional knockout within *Cbfb^f/f^;Acan-CreER^T^* after TMX induction resulted in significantly elevated Mmp13, suggesting a possible therapeutic target for the prevention or reduction in OA progression.

Another important component of Tgfβ signaling is Smad proteins, which are required to be phosphorylated in order to facilitate the transcription of bone and cartilage homeostasis mediators (Hata and Chen, 2016). Our RNA sequencing and western blot results demonstrated both altered expression and activation of several other SMADs and components of the Tgfβ signaling pathways such as Smad2 and Smad3. Our data showed that Tgfβ signaling (both P-Smad3 and Smad3) decreased in *Cbfb^f/f^;Col2a1-CreER^T^* mice as shown in our results in Figure 8. These results were also confirmed by RNA-seq analysis as shown in the heatmaps in Figure 5. Che et al’s study shows elevated p-Smad3 protein in *Cbfb* conditional knockout mice knee joint articular cartilage (Che et al., 2023). Such a difference might be due to various factors such as different age mice used for our study and Che et al’s report. Tgfβ signaling has been reported for both protective and catabolic roles in the pathogenesis of OA (Bush and Beier, 2013). In fact, a study has shown that short and long stimulation of Tgfβ has completely opposite effects on the cartilage health (Cherifi et al., 2021). The dual and age-dependent role of Tgfβ signaling might cause the discrepancies observed in downstream regulators. Additionally, Tgfβ signaling is complex in the way that many signaling pathways can affect its signaling. For example, differed inflammatory states result in altered downstream Tgfβ signaling, which can also be an explanation for the deviance in results (Baugé et al., 2007). As such, the mechanism by which Cbfβ expression affects p-Smad2/3 requires further elucidation as it is unclear whether this functions by either a positive or negative feedback mechanism. Nevertheless, our study has well proved that Cbfβ has a crucial function in maintaining Tgfβ signaling and chondrocyte homeostasis.

In addition to those important pathways mentioned above, we also identified several significantly differentially upregulated/downregulated genes in *Cbfb* conditional knockout mice, through analysis of RNA-seq data. This includes decreased expression of *Fabp3*, *Nmrk2*, *Csf3r*, *Rgs9*, *Plin5*, *Rn7sk*, *Eif3j2* and increased expression of *Cyp2e1*, *Slc15a2*, *Alas2*, *Hba-a2*, *Lyve1*, *Snca*, *Serpina1b*, *Hbb-b1*, *Rsad2*, *Retn*, and *Trim10* in *Cbfb* conditional knockout mice. We here discussed the possible regulatory role of *Cbfb* in *Fabp3*, *Plin5*, and *Rsad2*. Of note, *Rsad2* is involved in immune regulation through its role in the NF-κB and JAK-STAT pathway (Lin et al., 2013). While *Plin5* is a negative regulator of PPAR signaling (Miner et al., 2023), a pathway which has been implicated in OA pathogenesis (Sheng et al., 2023). However, other differentially expressed genes that have not been discussed could also have a potentially important role in understanding the mechanism of Cbfβ in regulating chondrocyte homeostasis in OA pathogenesis. Those genes therefore need to be further studied. In addition, we conducted enrichment analysis of top upregulated and downregulated genes and identified that top significantly downregulated genes were associated with PPAR signaling, while upregulated genes were associated with TLR, Jak-STAT, and PI3K-Akt signaling, which are well known pathways associated with inflammation and immune response. These pathways could be interesting targets for further studies. 

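The 26 genes of a skeletal muscle list took 19.6% of the counts of the hip library labelled Cbfb-deficient, at a share close to that of its control. In the knee they took 1.59% of the control library and 3.30% of the library labelled Cbfb-deficient. A list of 16 chondrocyte genes took 0.0259% and 0.0106% of the hip libraries, and 0.638% and 0.314% of the knee libraries. Col2a1 had 354 and 228 counts in the hip and 87367 and 33204 in the knee. For osteoblast and osteocyte genes the shares were 0.166% and 0.0410% in the hip, and 2.15% and 1.14% in the knee, control given before the library labelled Cbfb-deficient in each case. Erythroid genes took 0.628% and 0.258% of the hip counts, and 10.3% and 5.23% of the knee counts.

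**Figure D3:**
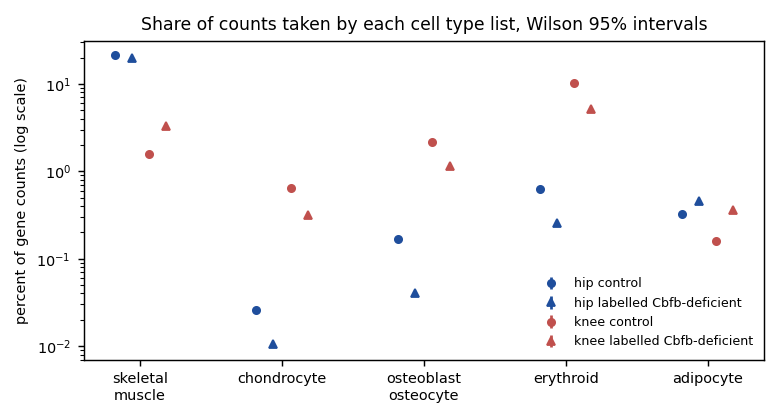
Percent of gene counts taken by 5 cell type lists in each library, on a log axis, with Wilson 95% intervals that are smaller than most points. Muscle genes are higher in both hip libraries (blue) than in the knee libraries (red), and chondrocyte genes are lower.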

Interestingly, examination of the expression profiles of different genes showed differential expression patterns between Cbfβ-deficient articular cartilage in mice hip samples and Cbfβ-deficient knee samples with their corresponding controls, suggesting that Cbfβ regulation could be tissue-specific as hip samples were composed of pure articular cartilage while knee joint samples contained articular cartilage and bone.

In summary, we found that *Cbfb* deletion in postnatal cartilage caused severe OA through the dysregulation of Wnt signaling pathways and overexpression of *Cbfb* protects against OA. Our study notably revealed that Cbfβ is a key transcription factor in articular cartilage homeostasis and promotes articular cartilage regeneration and repair in OA by orchestrating Hippo/Yap, Tgfβ, and Wnt/β-catenin signaling. The novel mechanism provides us with more insights into OA pathogenesis while also providing potential avenues for OA treatment and prevention.

## Materials and methods

### Generation of *Cbfb* inducible CKO mice

The *Cbfb^f/f^* (Stock No: 008765) and *Acan-CreER^T^* (Stock No: 019148) mouse lines were purchased from Jackson Laboratory. *Col2a1-CreER^T^* mice line was generated and kindly provided by Chen et al., 2007a. *Cbfb^f/f^* mice were crossed with either *Acan-CreER^T^* or Col*2a1-CreER^T^* mice to generate *Cbfb^f/+^Col2a1-CreER^T^* or *Cbfb^f/+^Acan-CreER^T^* mice, which were then intercrossed to obtain homozygous inducible CKO (*Cbfb^f/f^;Col2a1-CreER^T^* and *Cbfb^f/f^;Acan-CreER^T^*) mice. The genotypes of the mice were determined by polymerase chain reaction (PCR). Both male and female mice of each strain were randomly selected into groups of five animals each. The investigators were blinded during allocation, animal handling, and endpoint measurements. All mice were maintained in groups of five mice with singular sex/Breeding trios (1 male:2 females) under a 12 hr light–dark cycle with ad libitum access to regular food and water at the University of Alabama at Birmingham (UAB) Animal Facility. TMX (T5648, Sigma) was dissolved in vehicle-corn oil (C8267, Sigma) in the concentration of 10 mg/ml and vortexed until clear. The solution was aliquoted and stored at –20 °C. Before use, the TMX solution was warmed at 37°C for 5 min. 2-week-old (*Cbfb*^f*/f*^ mice and *Cbfb^f/f^;Col2a1-CreER^T^* mice 8-week-old *Cbfb^f/f^;Acan-CreER^T^*) mice received either TMX or corn oil by intraperitoneal (I.P.) injection continuously for 5 days (75 mg tamoxifen/kg body weight per day).

### DMM or ACLT surgery induced OA and AAV-*Cbfb* transduction

Eight-week-old C57BL/6 wild type mice of both sexes received either ACLT surgery, DMM surgery, or sham surgery on the right knee. We administrated AAV-CMV-*Cbfb* in a site-specific manner as described in a previous study but with minor modifications (Wu et al., 2017a). Briefly, mouse *Cbfb* cDNA (isoform 1, BC026749) was cloned into pAAV-MCS vector, which was followed by AAV transfection by the Ca2+-phosphate/DNA co-precipitation method. AAV titer was tested by the qPCR method. The right knee capsules were locally injected with 10 μl AAV-YFP or AAV-*Runx1* (titer >10^10^/ml) three times on day 7, day 14, day 21 at the knee joint cavity, and euthanized 8 weeks or 10 weeks after surgery to obtain ACLT knee joint samples as described (Zhang et al., 2022). Mice were harvested for X-ray and histological analysis.

### Histology and tissue preparation

Histology and tissue preparation were performed as described previously (Yang et al., 2013). Briefly, mice were euthanized, skinned, and fixed in 4% paraformaldehyde overnight. Samples were then washed with water, dehydrated in 50% ethanol, 70% ethanol solution and then decalcified in 10% EDTA for 4 weeks. For paraffin sections, samples were dehydrated in ethanol, cleared in xylene, embedded in paraffin, and sectioned at 5 μm with a Leica microtome and mounted on frosted microscope slides (Med supply partners). H&E and SO staining were performed as described previously (Chen et al., 2007b). ALP staining and TRAP staining were performed with kits from Sigma.

### Radiography

Radiographs of inducible *Cbfb^f/f^;Col2a1-CreER^T^* mice were detected by the Faxitron Model MX-20 at 26 kV in the UAB Small Animal Bone Phenotyping Core associated with the Center for Metabolic Bone Disease.

### Immunohistochemistry and Immunofluorescence analysis

The following primary antibodies were used: mouse-anti-Cbfβ (Santa Cruz Biotechnology Cat# sc-56751, RRID:AB_781871), mouse-anti-Col2α1 (Santa Cruz Biotechnology Cat# sc-52658, RRID:AB_2082344), rabbit-anti-MMP13 (Abcam Cat# ab39012, RRID:AB_776416), rabbit-anti-ADAMTS5 (Santa Cruz Biotechnology Cat# sc-83186, RRID:AB_2242253), rabbit-anti-Sox9 (Santa Cruz Biotechnology Cat# sc-20095, RRID:AB_661282), rabbit-anti-Yap (Santa Cruz Biotechnology Cat# sc-15407, RRID:AB_2273277), rabbit-anti-Dkk1 (Cell Signaling Technology Cat# 48367, RRID:AB_2799337), and mouse-anti-Active-β-catenin(Millipore Cat# 05–665, RRID:AB_309887). Imaging was done with a Leica DMLB Microscope and a Leica D3000 fluorescent microscope and were quantified by Image J software.

### Protein sample preparation

Mouse femoral hip articular cartilage or mouse knee cartilage was isolated, washed with sterile ice cold 1 x PBS twice, added with appropriate amount of 1 x SDS protein lysis buffer and protease inhibitor cocktail in 1.5 ml tube. Keeping on ice, femoral hip or knee tissue were quickly cut into small pieces using small scissors in 1.5 ml tube. Centrifugation was performed at room temperature at 16,000 rpm for 30 s. The supernatant was then transferred to a new, pre-chilled 1.5 ml centrifuge tube, discarding bone debris, and then boiled in water for 10 min and kept on ice. Samples were either used directly for western blot or stored at –80 °C.

### Western blot analysis

Proteins were loaded on SDS-PAGE and electro-transferred on nitrocellulose membranes. Immunoblotting was performed according to the manufacturer’s instructions. The following primary antibodies were used: mouse-anti-Cbfβ (Santa Cruz Biotechnology Cat# sc-56751, RRID:AB_781871), rabbit-anti-MMP13 (Abcam Cat# ab39012, RRID:AB_776416), rabbit-anti-Yap (Santa Cruz Biotechnology Cat# sc-15407, RRID:AB_2273277), mouse-anti-GAPDH (Santa Cruz Biotechnology Cat# sc-365062, RRID:AB_10847862), mouse-anti-Active-β-catenin(Millipore Cat# 05–665, RRID:AB_309887), rabbit-anti-Smad3 (Cell Signaling Technology Cat# 9513, RRID:AB_2286450), and rabbit-anti-pSmad3 (Cell Signaling Technology Cat# 9520 (also 9520 S, 9520 P), RRID:AB_2193207). Secondary antibodies were goat anti-rabbit IgG-HRP (Santa Cruz Biotechnology Cat# sc-2004, RRID:AB_631746), and rabbit anti-mouse IgG-HRP (Santa Cruz Biotechnology Cat# sc-358917, RRID:AB_10989253). Quantification of Western blot area was performed by ImageJ.

### Cell line

The ATDC5 chondrocyte cell line (ECACC Cat# 99072806, RRID:CVCL_3894) was purchased from Millipore Sigma. The cell line was authenticated by chondrogenic differentiation and tested negative for mycoplasma.

### Primary chondrocyte culture and ATDC5 cell transfection

We isolated and cultured primary chondrocytes from neonatal f/f and *Cbfb^f/f^Col2a1-Cre* mice as described (Liao et al., 2021). Primary mouse chondrocytes were induced for 7 days. Alcian blue staining was carried out to detect chondrocyte matrix deposition as previously described (Tang et al., 2020a). We used pMXs-GFP and pMXs-3xFlag-*Cbfb* (pMX-*Cbfb*) retroviral vectors to package and collect retroviruses, which infected ATDC5 (ECACC Cat# 99072806, RRID:CVCL_3894) cells to enhance the expression of *Cbfb*. The infected ATDC5 cell line cells were induced for 7 days before harvest for protein Western blot analysis.

### Published data analysis

Human patient information from OA cartilage samples came from prior work for RNA-seq of knee OA compared to normal controls (Accession# GSE114007; Fisch et al., 2018) and for methylation chip comparison of hip OA compared to hip fracture controls (Accession# GSE63695; Rushton et al., 2014). Analysis and comparison were performed using GEO2R and GEOprofiles. Statistical significance was assessed using Student’s t-test. Values were considered statistically significant at p<0.05.

### RNA-sequencing analysis

Total RNA was isolated using TRIzol reagent (Invitrogen Corp., Carlsbad, CA) from hip articular cartilage or mouse knee cartilage and was submitted to Admera Health (South Plainsfield, NJ), who assessed sample quality with the Agilent Bioanalyzer and prepared the library using the NEBnext Ultra RNA - Poly-A kit. Libraries were analyzed using Illumina next generation sequencing and relative quantification was provided by Admera Health. Sequence reads were aligned to GRCm39/mm39 reference genome using STAR (v.2.7.9) and visualized using Integrative genomics viewer (igv v.2.16.2). Read counts were subjected to paired differential expression analysis using the R package DESeq2. Top GO downregulated categories were selected according to the p-values and enrichment score and illustrated as number of genes downregulated in respective category.

### Statistical analysis

The number of animals used in this study was determined in accordance with power analysis and our previous studies (Tang et al., 2021). In brief, our study used five mice per group per experiment. Data are presented as mean ± SD (n≥3). Statistical significance was assessed using Student’s t test. Values were considered statistically significant at p<0.05. Results are representative of at least three individual experiments. Figures are representative of the data.

## Data Availability

The RNA-seq data has been deposited in the Gene Expression Omnibus (GEO) under accession code GSE253210. The following dataset was generated: LiY ChenW ZhuS McVicarA 2024Cbfβ regulates Wnt/β-catenin, Hippo/Yap, and TGFβ signaling pathways in articular cartilage homeostasis and protects from ACLT surgery-induced osteoarthritisNCBI Gene Expression OmnibusGSE25321010.7554/eLife.95640PMC1113268438805545 The following previously published datasets were used: FischKM GaminiR Alvarez-GarciaO AkagiR 2018Identification of transcription factors responsible for dysregulated networks in human osteoarthritis cartilage by global gene expression analysisNCBI Gene Expression OmnibusGSE11400710.1016/j.joca.2018.07.012PMC624559830081074 RushtonMD ReynardLN BarterMJ RefaieR 2014Characterization of the cartilage DNA methylome in knee and hip osteoarthritisNCBI Gene Expression OmnibusGSE6369510.1002/art.38713PMC431468124838673

# Supplementary material for: Cbfβ regulates Wnt/β-catenin, Hippo/Yap, and Tgfβ signaling pathways in articular cartilage homeostasis and protects from ACLT surgery-induced osteoarthritis
**Source:** eLife. 2024 May 28;13:e95640. doi: 10.7554/eLife.95640
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Data Availability statement |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods: Immunofluorescence analysis and Western Blot Analysis sections |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods: Primary chondrocyte culture and ATDC5 cell transfection. |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Fig 8A, SFig2 Figure legend |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Figure 1-9, SFig1-2 Figure legends  Materials and Methods: Generation of Cbfβ inducible CKO mice. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. | REFERENCE LIST |  |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials and Methods: Statistical Analysis. Figure 1-9, SFig1-2 Figure legends |  |
| Randomisation | Materials and Methods: Generation of Cbfβ inducible CKO mice. |  |
| Blinding | Materials and Methods: Generation of Cbfβ inducible CKO mice. |  |
| Inclusion/exclusion criteria | Materials and Methods: Statistical Analysis. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and Methods: Statistical Analysis. |  |
| Define whether data describe technical or biological replicates. | Materials and Methods: Statistical Analysis. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods: Ethics approval. |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Materials and Methods: Statistical Analysis. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods: Statistical Analysis. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data Availability statement |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data Availability statement |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Materials and Methods: Published Data Analysis |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | **N/A** |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | **N/A** |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | **N/A** |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | ARRIVE checklist is provided with manuscript |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

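Poly-A RNA libraries labelled as hip and knee articular cartilage were compared, 4 in all, with 1 per condition. The notes on RNA extraction in the deposit name osteoblasts, while the paper and the tissue labels give articular cartilage. The label of cartilage was kept. Skeletal muscle genes took 21.3% of the hip control counts, so the label may not give the main source of those counts. Each hip library and each knee library was paired with the library of the other condition from the same joint. The authors state that reads were aligned to GRCm39 with STAR and analysed by paired DESeq2. The deposited values are whole-number counts per Ensembl gene without normalization. The hip values carry the closing summary lines of HTSeq, and those of the knee come from another program and annotation, which the paper's text does not name. The summary lines held 25.8% of the hip control reads listed and 24.6% of those labelled Cbfb-deficient, and were left out. Counts on genes per library ranged from 34264456 to 38473120. A count of 3 was taken as the floor, which is 0.0780 to 0.0876 CPM.

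Gene identifiers were matched to symbols, positions, transcript lengths and GC content of the GENCODE mouse annotation, which matched 91.8% of the hip and 92.6% of the knee identifiers. No symbol was guessed for the others. Normalization used edgeR 4.0.16 (TMM within each pair), with DESeq2 1.42.0 size factors as an alternative, in R 4.3.3. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 drew the plots.

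A log2 ratio was the normalized count of the library labelled Cbfb-deficient over that of its control, with 0.5 added to each count. Its 95% Clopper-Pearson interval covers counting error only. A gene was called changed with at least 10 counts over the pair, a log2 ratio of at least 1 in size and an interval that excluded 0. The genes named are those the text names for the RNA-seq, those labelled in Figure 4A or in red in Figure 5 (apart from labels not used here), Cbfb, Runx1 and Runx3, and in each joint the 5 largest rises and 5 largest falls among changed genes with at least 100 counts in the higher library. Genes of a list are named at most 3 at a time. This rule, the lists and the alternatives were set before the data were examined, apart from the removal of the trend over transcript length and GC content and the matching of random lists on transcript length, which were chosen after seeing the data.

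For a list, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 20 bins, or as an alternative on expression and transcript length in 10 bins each. There were 4 lists from Figure 5, 21 pathway lists and 16 cell type lists. The trend was removed by subtracting the median log2 ratio of 20 bins of transcript length and then of GC content, in 2 rounds. Alternatives were other scalings, another added count, other count filters, other rules for a changed gene, an exact test with an assumed biological coefficient of variation of 0.4, and the trend removal. Enrichment of the terms of Figure 4 was not recomputed, because the genes of each term are not in the text.

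The steps were tested on simulated counts with 200 changed genes. Of these, 200 of 200 were recovered among 19879 genes at the depth of the hip pair and 200 of 200 among 21119 at that of the knee pair. Of the unchanged genes, 0.854% and 0.760% were called. Among 100 lists with no change per pair, 6 and 7 lay in the outer 5% of random lists. The simulation holds counting error and no difference between animals. Every simulated change was well beyond the log2 limit of 1 and was placed in a gene with at least 50 counts over the pair. Full recovery was therefore close to certain and gives no measure for smaller changes or lower counts.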

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

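The tests in this part were chosen after the results were seen. The limits that brought results here were also set after values were seen: a share at least 1.5 times that of the control in the highest 2.5% of random lists, and for genes opposite directions, each beyond its counting interval, with at least 50 counts per pair and a log2 ratio of at least 1 in size in 1 joint. The genes looked at were widened then to all those the paper names, which added Mmp13 and Sox9. With 1 library per condition no difference between joints was tested.

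Skeletal muscle genes, which the paper does not discuss, took 3.30% of the counts of the knee library labelled Cbfb-deficient, above the 1.59% of its control. Every gene of the list rose beyond its counting interval, 26 of 26, and the median log2 ratio was 0.94. Of the 26 genes, 25 had at least 10 counts in all 4 libraries and none is in another cell type list. More muscle tissue in that library is a candidate explanation from these 26 rises, and the libraries were not compared with other animals. The size of the rise also followed transcript length within the list (Spearman rho 0.66 over 26 genes), so a difference in RNA length or integrity may add to it. With the length and GC trend removed, the median was 0.83. A response to loss of Cbfb stays open and was not tested.

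Adipocyte genes took 0.356% of the same library and 0.161% of the control. All 19 rose beyond their counting intervals, as more fat tissue in the library would give, with a median log2 ratio of 1.16. Dissection and a response to loss of Cbfb were not separated by these data.

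Superficial zone chondrocyte genes took 0.187% of the knee library labelled Cbfb-deficient and 0.0713% of its control, and all 8 were higher. A lower share of other cartilage zones would raise the markers of other cell types alike, but the osteoclast list had a median log2 ratio of -1.41 while muscle and fat genes rose. The chondrocyte and hypertrophic chondrocyte lists also fell, with medians of -1.71 and -1.22, as a lower share of other zones would give. The paper states that knee samples held bone as well as cartilage. Osteoclast genes may thus have fallen with the tissue taken, so their fall cannot decide the question. A lower share of other zones and a change within superficial cells both stay open.

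The hip and knee moved in opposite directions for several lists, and this was not tested. The muscle median differed by -1.58 (hip minus knee), that of superficial zone genes by -1.46 and that of Wnt inhibitors by -1.11 on the log2 scale. With the trend removed, the hip medians of these lists no longer lay in the lowest 2.5% of random lists, at percentiles 12.2, 18.4 and 2.80. Joint, Cre line, age, kind of control and counting program differ together and were not separated.

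For single genes, the log2 ratio in the hip minus that in the knee was -1.58 for Acvrl1, -1.20 for Dvl1, 3.27 for Eif3j2, 2.03 for Mmp13 and 1.83 for Sox9, with the 2 intervals on opposite sides of 0. Without the length and GC trend, Mmp13 fell in the hip as well (-0.69) and Dvl1 rose in both joints (0.19 in the hip), so the opposite directions of these 2 depend on that setting.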

How the results depend on the processing

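No paired analysis was possible because each condition has 1 library, and animals are not matched between them. The alternatives were set before the data were examined, except the removal of the trend over transcript length and GC content and the matching of random lists on transcript length, both chosen after seeing the data. Where no reason is given, the cause of a change was not tested.

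The share of changed genes that rose in the hip was 53.3% by library size, 52.0% with DESeq2 size factors, 47.9% with TMM over all 4 libraries, 53.5% with no count filter, 53.7% by the log2 ratio alone, 52.6% by the interval alone, 53.7% by the exact test and 46.4% with the trend removed. The number changed was 4660 with at least 50 counts over the pair (66.4% rose) and 4548 with at least 10 in each library (68.4% rose), where fewer genes are tested. It was 14091 by the interval alone and 3174 by the exact test, as a looser and a stricter rule give.

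In the knee, the share that rose was 71.3% by library size, 53.8% with no filter, 51.7% by the interval alone and 63.9% with the trend removed. The number changed was 1914 with at least 50 counts (64% rose), 2013 with at least 10 in each library (59.7% rose), 13024 by the interval alone and 1044 by the exact test. Library size scaling shifted the median of all knee genes by 0.18, and TMM over all 4 libraries shifted that of the hip by -0.14 (log2). Leaving haemoglobin and mitochondrial genes out of TMM left the number of changed hip genes as it was.

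The log2 ratio of Cbfb in the hip was 0.27 with TMM over all 4 libraries and -0.44 with the trend removed. In the knee it was 0.11 by library size. The trend removal also reversed Hba-a2 (0.23), Mmp13 (-0.69), Col2a1 (0.28), Smurf2 (-0.33), Smad2 (-0.26) and Dvl1 (0.19) in the hip, and Dlg1 in the knee (-0.11). Among the named genes, 121 values moved out of the counting interval without a reversal, and 695 stayed inside it.

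With the trend removed, hip lists that left the outer 2.5% of random lists were interferon (median -0.26), retinoic acid (-0.24), skeletal muscle (-0.14), superficial zone (-0.16), Wnt inhibitors (-0.56) and wound healing (-0.074). Those that entered it were Figure 5C (-0.17), immediate early genes (0.88), macrophage (-0.50), PPAR (-0.27) and Wnt ligands (-0.69). In the knee, angiogenesis left (0.17), and bone resorption (-0.33), insulin (0.23), osteoblast and osteocyte (-0.49), retinoic acid (0.41) and wound healing (-0.34) entered. Superficial zone genes in the hip also left with 2 added to each count (-0.55) and with at least 50 counts (-0.50). Wnt targets left with at least 10 counts in each library (hip -0.17, knee -0.17) and in the knee with at least 50 counts (-0.17), while adaptive immune genes of the knee entered (-0.31). Against random lists also matched on transcript length, the hip lists of Figure 5B (median -0.047) and neutrophil genes (0.44) entered, as did bone resorption (-0.30) and Yap targets (-0.18) in the knee, while Figure 5C in the knee left (0.17). The other 628 list values kept their side.

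Between joints, the share of hip changed genes going the same way was 63.7% by library size, 62.5% with at least 50 counts, 62.1% with at least 10 in each library and 58.6% with the trend removed. Pearson r was 0.154 with at least 50 counts.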

Differences from the paper's values

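For the share of changed genes that fell in the hip, the value was 44.6% and the paper's is 29.3% (the share that rose was 55.4% against the paper's 70.7%). Of the alternatives set before the data were examined, a filter of at least 50 counts over the pair gave 33.6% and one of at least 10 counts in each library gave 31.6%, within 1.5 times of the paper's value. The other alternatives did not come within it, nor did the trend removal (53.6%), which was chosen after seeing the values. By the same limit, the share that rose differed from the paper's only with the trend removed (46.4%). The difference thus depends on which side of the split is compared. The paper's text gives no threshold for its changed genes, so the gene sets may differ as well.

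Figure 4A and the text give Csf3r and Eif3j2 as downregulated. Their log2 ratios in the hip pair were 1.81 and 2.33. The same plot gives Alas2, Hba-a2, Serpina1b, Rsad2 and Trim10 as upregulated, and their log2 ratios were -0.53, -0.38, -1.51, -0.71 and -0.96. Acan, drawn on the upregulated side, had -0.42. Of the 16 matched labels used here, 8 had the direction given and 8 had the other. In a test chosen after the values were seen, the 2 knee libraries over the hip control gave 14 and 15 with the direction given. The trend removal, chosen after the values were seen, gave Hba-a2 the paper's direction at 0.23.

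The text gives Smad2 as downregulated, and its log2 ratio in the hip was 0.68. With the trend removed, a setting chosen after the values were seen, it was -0.26. In the knee Smad2 had -0.14 (95% counting interval -0.26 to -0.02), the direction given. Runx1 messenger RNA is given as decreased without a named assay, and its log2 ratio in the hip was 0.38 (95% counting interval 0.13 to 0.64), or 0.08 and within counting error with the trend removed. Wnt10b, Wnt9b and Lefty2 are given as upregulated and Sost as downregulated, and each was within counting error in the hip. With the trend removed, Wnt10b had 0.65, beyond counting error in the paper's direction, and Sost had -0.33, still within counting error. Of 22 statements on Figure 5 genes in the hip, 17 had the direction given, 1 had the other and 4 were within counting error.

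Lists written for the terms of Figure 4 hold other genes than the terms do. The insulin response list, a term given as downregulated, had a median log2 ratio of 1.24, and the cAMP list had 0.24. For Wnt ligands and agonists, given as upregulated, the median was -0.56, and for Wnt targets it was -0.60. The paper names the hip samples articular cartilage, and 21.3% of the hip control counts were on 26 skeletal muscle genes. The bone resorption, inflammation and angiogenesis lists, for terms given as upregulated, had medians of -0.21, -0.15 and -0.06. The median of the stem cell pluripotency list, a term given as downregulated, was 0.20.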

Other observations

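In this part the predictions for the erythroid, muscle and fat genes of Figure 4A were written before the data were examined, and all other tests were chosen after the results were seen. The number of genes of a set that had to go against an explanation to set it aside, 3, was also chosen after the values were seen. For fat tissue, the value that decided the test was changed at that stage from the median of 5 markers to the number of genes of the list that fell.

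Log2 ratios in the hip pair fell with GC content (Spearman rho -0.39 across 19585 genes, which are not independent), while in the knee pair rho was 0.03. The median log2 ratio of coding genes went from 1.15 in the lowest to -0.49 in the highest of 10 GC groups. The trend was present in each of 5 expression groups (rho from -0.59 to -0.29), in long noncoding RNA genes (-0.16) and in processed pseudogenes (-0.32). A GC content bias between the 2 hip libraries is a candidate explanation. Mitochondrial messages, with a GC content between 31.9 and 41.1%, had a median log2 ratio of 0.36, below the 1.24 of 953 nuclear coding genes in that range, but the amount of mitochondrial RNA may differ between the samples, which keeps this open.

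A larger share of nuclear RNA in the hip library labelled Cbfb-deficient was tested as another explanation. All 6 nuclear long noncoding RNAs tested rose beyond their intervals, with log2 ratios of 3.10 for Malat1, 3.85 for Meg3, 2.91 for Miat, 2.11 for Tug1, 1.63 for Kcnq1ot1 and 0.75 for Airn. Neat1, chosen after its values were seen, had 4.38. Against this explanation, 10 of 13 mitochondrial messages rose, where a fall was predicted, and Airn rose by less than the lowest GC group. As a cause of the GC trend across genes, it cannot be told apart from the GC bias, because the 2 libraries differ in both. With the length and GC trend removed, all 6 RNAs stayed above 0 beyond their counting intervals. Meg3 and Miat, with a GC content of 55.3 and 56.2%, then had larger ratios, 4.34 and 3.50, and the others had smaller ones. This argues against the trend as the whole cause of the rise of these RNAs. A response to loss of Cbfb was not tested.

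Log2 ratios rose with transcript length in both pairs (rho 0.24 in the hip and 0.28 in the knee over coding genes). Within the muscle list rho was 0.55 in the hip and 0.658 in the knee, which is consistent with a difference in RNA length or integrity between the libraries of a pair.

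The length and GC trend bears on genes named in Figure 5. Of the genes the text names for Figure 5D (Apc, Dlg1, Dlg3, Lats1, Lats2 and Yap1), 5 of 6 kept a rise past the counting interval once the trend was removed, and Lats1 did not. The trend and a change in the genes cannot be told apart for this set, because its members part. For Smad2, Smurf2 and Cbfb, the number of rises left was 0 under the transcript length and GC trend of the hip pair as an explanation. These 3 genes were picked because they had turned, so for them too the explanation stays open.

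Skeletal muscle genes took 21.3% of the counts of the hip control and 19.6% of those of the library labelled Cbfb-deficient. Of 26 muscle genes, 25 had more counts in both hip libraries than every gene of the chondrocyte list, and Acta1 had 1645743 and 674897 counts. Muscle tissue in the hip samples is a candidate explanation. Genes of the osteoblast and osteocyte list took 0.166% of the hip control counts and those of the chondrocyte list 0.0259%. In the library labelled Cbfb-deficient these shares were 0.0410% and 0.0106%. The deposit's extraction notes name osteoblasts and the paper cartilage. Shares this low beside those of muscle genes argue against either as the main source of the hip counts. Which tissues were taken stays open. Tnnc2 was the exception, with 41 and 51 counts.

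Cells of other types were tested as the source of the genes of Figure 4A. More blood or marrow cells in the hip library labelled Cbfb-deficient would raise the erythroid genes, but 7 of 7 fell, with a median log2 ratio of -1.12. More muscle in the hip control would lower every muscle gene, and 18 of 26 fell but 7 rose, among them Myh4 and Myh1. Ratios within this list rose with transcript length (Spearman rho 0.55), which may have produced the rises. The test therefore cannot exclude more muscle in the hip control. More fat tissue in the hip library labelled Cbfb-deficient would raise every adipocyte gene, and 10 of 19 rose but 7 fell. Of the 5 markers named in the prediction, 4 rose and Plin1 fell. Another pairing of the 4 libraries was tested for the directions of Figure 4A. At most 15 of the 16 matched labels used here had their direction, for the knee library labelled Cbfb-deficient over the hip control. The knee control over the hip control gave 14. Over the hip library labelled Cbfb-deficient, the knee control gave 12 and the other knee library 13. The hip pair gave 8 and the knee pair 9. Csf3r went against its label in each knee-over-hip pairing, so no pair gave all of them. Which libraries the plot compares was not settled.

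Chondrocyte genes fell in the knee pair (median log2 ratio -1.71). Less cartilage in that library would lower the genes together, but 3 of 16 rose beyond their intervals: Chad (0.69), Acan (0.35) and Comp (0.06). This number is exactly the 3 chosen after the values were seen, the rise of Comp is small, and with the length and GC trend removed 2 of 16 rose, with Acan within counting error (0.06). The 13 genes that fell did so by unlike amounts, with log2 ratios from -0.39 for Matn1 to -5.77 for Matn3, which argues against a lower share of cartilage as the whole cause. It may still account for part of the fall of the 13. Matn3 was also among the largest falls of the pair.

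The other large falls in the knee pair were 4930461G14Rik and Rpp25, 70.9-fold and 50.2-fold lower against the floor, Mal2 (-6.12) and Crb2 (-6.04). Large rises were Igkv4-58, 29.0-fold higher against the floor, Ighv7-1 (5.03), Clec3a (4.93), Igkv4-70 (4.50) and Myh7 (4.42). In the hip, BC048679, Tafa2, 1700019L13Rik, Gm37563 and Otp were 72.4-fold, 66.3-fold, 41.3-fold, 34.9-fold and 55.8-fold lower against the floor. Gm37422, Gm45774 and ENSMUSG00000097364 were 109-fold, 58.5-fold and 52.0-fold higher against the floor, and 1700109H08Rik and Tincr had log2 ratios of 5.77 and 5.50. Each fold marked at least is taken against the floor of 3 counts and leaves out counting error, so the limits of the 95% counting intervals allow smaller folds.

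Some values belong to statements whose assay the text does not name, or to none. The log2 ratio of Runx1 was 0.07 in the knee, and that of Runx3 was -1.68 in the hip and -0.24 in the knee (0.07 with the trend removed, within counting error). Wnt5a had -0.35 and 0.40 (the latter 0.19 and within counting error without the trend), and Wnt5b -2.47 and -0.46. Mmp13 fell in the knee from 27871 to 10772 counts. Chosen after their values were seen, Krt19 went from 2192 to 57 counts and Wt1 from 900 to 27 in the knee pair, and Xist had 469 and 130 counts there beside 2249 and 2974 of Ddx3y.

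Hip and knee medians of the other lists were -0.25 and -0.07 (Tgfβ target), 0.57 and -0.18 (Yap target), -2.18 and -0.88 (B cell), -1.89 and 0.17 (tendon) and -0.04 and 0.04 (endothelial). On the same scale they were 0.11 and -1.22 (hypertrophic chondrocyte), 0.59 and 0.08 (immediate early), -1.47 and -1.44 (liver), -0.29 and -0.07 (macrophage) and 0.44 and -0.18 (neutrophil). The remaining cell type lists had -0.57 and -1.41 (osteoclast), 0.05 and -0.26 (proliferation), -0.53 and -0.40 (erythroid) and -0.94 and -0.21 (osteoblast and osteocyte). Chondrocyte and adipocyte genes of the hip had medians of -0.67 and 0.28.

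In the knee, the pathway lists had median log2 ratios of -0.31 (adaptive immune), 0.54 (AMPK), 0.35 (angiogenesis), -0.30 (bone resorption), 0.61 (cAMP), -0.31 (ERK) and -0.29 (inflammation). Further knee medians were 0.26 (insulin), -0.17 (interferon), 0.12 (JAK-STAT), 0.17 (MAPK), -0.01 (pluripotency) and 0.31 (PPAR). The last lists of the knee had 0.33 (retinoic acid), 0.09 (Toll-like receptor), 0.45 (Wnt inhibitor), 0.24 (Wnt ligand), -0.34 (Wnt target) and -0.18 (wound healing).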
